# Ago2 protects *Drosophila* siRNAs and microRNAs from target-directed degradation, even in the absence of 2′-*O*-methylation

**DOI:** 10.1261/rna.078746.121

**Published:** 2021-06

**Authors:** Elena R. Kingston, David P. Bartel

**Keywords:** posttranscriptional regulation, endogenous siRNAs, siRNA dynamics, target-directed degradation, TDMD, RNA methylation

## Abstract

Target-directed microRNA (miRNA) degradation (TDMD), which is mediated by the protein ZSWIM8, plays a widespread role in shaping miRNA abundances across bilateria. Some endogenous small interfering RNAs (siRNAs) of *Drosophila* cells have target sites resembling those that trigger TDMD, raising the question as to whether they too might undergo such regulation by Dora, the *Drosophila* ZSWIM8 homolog. Here, we find that some of these siRNAs are indeed sensitive to Dora when loaded into Ago1, the Argonaute paralog that preferentially associates with miRNAs. Despite this sensitivity when loaded into Ago1, these siRNAs are not detectably regulated by target-directed degradation because most molecules are loaded into Ago2, the Argonaute paralog that preferentially associates with siRNAs, and we find that siRNAs and miRNAs loaded into Ago2 are insensitive to Dora. One explanation for the protection of these small RNAs loaded into Ago2 is that these small RNAs are 2′-*O*-methylated at their 3′ termini. However, 2′-*O*-methylation does not protect these RNAs from Dora-mediated target-directed degradation, which indicates that their protection is instead conferred by features of the Ago2 protein itself. Together, these observations clarify the requirements for regulation by target-directed degradation and expand our understanding of the role of 2′-*O*-methylation in small-RNA biology.

## INTRODUCTION

In metazoan systems, small RNAs direct processes that safeguard germline development, facilitate development of a variety of cell types and tissues, and maintain cellular homeostasis. These 20–30-nt RNAs are grouped into three major classes, distinguished by their biogenesis pathways: Piwi-interacting RNAs (piRNAs), small interfering RNAs (siRNAs), and microRNAs (miRNAs) (Malone and Hannon 2009; Bartel 2018; Czech et al. 2018). Small RNAs of all three classes associate with a member of the Argonaute (Ago) protein family. Acting as guide RNAs for their associated Ago proteins, the small RNAs regulate gene expression by pairing to sites within target transcripts to direct the repressive activities of the Ago proteins (or of their binding partners) to these complementary sequences, or in some cases, nearby chromatin (Höck and Meister 2008; Bartel 2009; Malone and Hannon 2009).

Expression levels and dynamics of a molecular species are specified by the interplay between the rates of production and degradation of that species. Although such rates have not been quantified for piRNAs and siRNAs, they have been elucidated for miRNAs in both mammalian and insect cells (Kingston and Bartel 2019; Reichholf et al. 2019). Most miRNAs are long-lived, presumably because Ago protects them from cytoplasmic nucleases, but some are turned over more rapidly. These rapidly turned-over miRNAs tend to be substrates of target-directed miRNA degradation (TDMD) (Shi et al. 2020), a phenomenon in which a target with unusually high complementarity to a miRNA drives turnover of that miRNA (Ameres et al. 2010; Cazalla et al. 2010). In the current model of TDMD, Ago–miRNA complexes associated with highly complementary targets are recognized by ZSWIM8, a substrate adaptor for a Cullin-RING E3 ubiquitin ligase (CRL), causing Ago to be degraded through the ubiquitin–proteasome system (Han et al. 2020; Shi et al. 2020). As Ago is degraded, the miRNA becomes exposed to cellular nucleases and is also degraded. In sum, more than 30 miRNAs have been implicated as TDMD substrates in mammalian cells, and analogous experiments have implied the presence of endogenous TDMD substrates in flies and worms, where ZSWIM8 is named Dora and Ebax-1, respectively (Shi et al. 2020). However, the degree to which other classes of small RNAs might too be regulated by this process is unknown.

*Drosophila* systems have long been used to understand the similarities and differences between siRNA and miRNA biogenesis and function, in part because siRNAs as well as miRNAs are highly expressed in the somatic cells of *Drosophila*, whereas siRNAs are not typically found in somatic cells of mammals. In *Drosophila*, these endogenous siRNAs are generated from Dicer-2 processing of long dsRNA substrates derived from either transposon RNAs, transcripts that fold back on themselves to form long hairpin structures, or paired regions of convergently transcribed transcripts (Chung et al. 2008; Czech et al. 2008; Ghildiyal et al. 2008; Kawamura et al. 2008; Okamura et al. 2008a,b). Dicer-1 processing generates miRNAs from shorter hairpin structures, and as during siRNA biogenesis, this processing produces ∼22-nt RNAs from both strands of the dsRNA substrate, which remain paired to each other with 2-nt 3′ overhangs (Zamore et al. 2000; Elbashir et al. 2001; Chung et al. 2008; Czech et al. 2008; Ghildiyal et al. 2008; Kawamura et al. 2008; Okamura et al. 2008b; Ha and Kim 2014). These short duplexes are then sorted into Ago1 or Ago2 on the basis of duplex complementarity and, to a lesser extent, 5′-nt identity (Okamura et al. 2004; Förstemann et al. 2007; Czech et al. 2009; Ghildiyal et al. 2010). Although these criteria cause most miRNAs to load into Ago1, some miRNAs are relatively enriched in Ago2, and conversely, although most siRNAs load into Ago2, some siRNAs are able to load into Ago1 (Okamura et al. 2004; Förstemann et al. 2007; Tomari et al. 2007; Czech et al. 2009; Ghildiyal et al. 2010; Ameres et al. 2011). Small RNAs loaded into Ago2 are subsequently methylated at the 2′-OH of their 3′-terminal nucleotide by the methyltransferase Hen1, which protects these small RNAs from tailing (the addition of nucleotides to the RNA 3′ end) and trimming (the removal of nucleotides from the RNA 3′ end) (Förstemann et al. 2007; Horwich et al. 2007; Czech et al. 2008; Kawamura et al. 2008; Ameres et al. 2010). Loss of Hen1 causes increased abundance of tailed and trimmed siRNAs as well as decreased abundance of select siRNAs (Okamura et al. 2008b; Ameres et al. 2010).

As is typical for metazoan systems, *Drosophila* miRNAs typically engage with targets through limited pairing near the 5′ end of the miRNA (known as the seed region), which directs degradation of mRNA targets with some translational repression also sometimes detected (Brennecke et al. 2005; Bartel 2009, 2018; Jonas and Izaurralde 2015; Agarwal et al. 2018). On the other hand, *Drosophila* siRNAs mediate repression by directing Ago2-catalyzed slicing of extensively complementary sites (Okamura et al. 2004; Förstemann et al. 2007). Whereas extensively complementary sites, similar to those that siRNAs engage with, can trigger TDMD of corresponding miRNAs, sites with limited complementarity to the 3′ region of the miRNA, such as those that miRNAs typically engage with, are incapable of triggering TDMD (Ameres et al. 2010; Baccarini et al. 2011; de la Mata et al. 2015; Sheu-Gruttadauria et al. 2019). Thus, the observation that 10 miRNAs are susceptible to TDMD in *Drosophila* S2 cells suggests that each of these miRNAs has at least one as-yet-unidentified highly complementary target site that triggers its degradation in these cells (Shi et al. 2020). In contrast to miRNAs, endogenous siRNAs are not thought to be susceptible to target-directed degradation (TDD), even though some pair to highly complementary target sites. Note that hereafter we use the TDD acronym to refer to target-directed degradation of either siRNAs or miRNAs. Note also that we restrict this term to conventional TDD, as genetically defined by its dependence on ZSWIM8/Dora, leaving open the formal possibility that other, yet-to-be-identified types of target complementarity might also destabilize siRNAs, miRNAs, or piRNAs.

siRNAs are proposed to be protected from TDD by the 2′-*O*-methyl modification that occurs at the 3′ terminus of each Ago2-associated small RNA (Förstemann et al. 2007; Horwich et al. 2007; Czech et al. 2008; Kawamura et al. 2008; Ameres et al. 2010). This proposal stems from an association between the process of TDD and increased tailing and/or trimming of the targeted small RNA (Ameres et al. 2010), which has since been observed for many additional TDD substrates (Baccarini et al. 2011; Marcinowski et al. 2012; Xie et al. 2012; de la Mata et al. 2015; Bitetti et al. 2018; Ghini et al. 2018; Kleaveland et al. 2018; Shi et al. 2020). Indeed, prior to the discovery of the role of the ZSWIM8 CRL in TDD, the working model of TDD has been that binding of the extensively paired target pulls the 3′ terminus of the small RNA from Ago, exposing it to tailing, which marks the RNA for trimming and ultimately degradation by cellular nucleases (Ameres et al. 2010; Sheu-Gruttadauria et al. 2019). Because the terminal 2′-*O*-methyl modification blocks tailing, under this model, siRNAs loaded into Ago2 and thus methylated at their 3′ ends would be recalcitrant to TDD, whereas any siRNAs loaded into Ago1 would be unprotected and subjected to removal from the cell via TDD (Ameres et al. 2010, 2011). The recent discovery of the role for the ZSWIM8 CRL in TDD decouples target-directed tailing and trimming (TDTT) from TDD (Han et al. 2020; Shi et al. 2020), raising new questions regarding the degree to which siRNAs might be regulated by ZSWIM8, and how methylation might influence with such regulation.

Here we use *Drosophila* S2 cells as a model system to investigate regulation of siRNAs by TDD. We observe TDD of both siRNAs and miRNAs loaded into Ago1 but not Ago2. Loss of methylation does not alter the susceptibility of Ago2-loaded small RNAs to TDD, suggesting that Ago2 itself offers protection from TDD. Supporting this model, TDD functions normally on methylated species in Ago1. Together, these findings elucidate what licenses a small RNA to be susceptible to TDD.

## RESULTS

### siRNAs and miRNAs in Ago2 are insensitive to TDD

Ten miRNAs are significantly up-regulated following CRISPR-mediated disruption of *dora* in S2 cells (Supplemental Fig. S1A; Supplemental Table S1; Shi et al. 2020), raising the question of whether this regulatory mechanism might extend to siRNAs also present in S2 cells. 

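S2 cells are a cultured Drosophila cell line, and the libraries behind this set came from total small RNA of 3 wild-type (WT) and 3 dora clonal lines, each replicate being a different clone. The authors deposited the number of reads that they assigned to each of 310 fly miRNAs. Between 1515851 and 2101843 miRNA reads were counted per WT library (median 2012082), and between 2400148 and 11522776 per dora library (median 2595229). Here the counts were normalized by edgeR's TMM method and compared with its quasi-likelihood test, with Benjamini-Hochberg adjustment. The 100 miRNAs tested had a mean above 5 RPM in WT libraries, where RPM scales reads to the miRNA total of the library. They also passed a filter on the coefficient of variation modelled on that of the authors. It was taken on RPM here, whereas the authors used values normalized to added standards for total-sRNA libraries. At an adjusted p-value under 0.05, 18 miRNAs increased and 12 decreased upon loss of Dora. With the library size set to all miRNA reads in place of TMM, 13 increased and 15 decreased, and the median log2 fold change of the 100 miRNAs moved from -0.03 to -0.18. Without WT replicate 3, 10 increased and 1 decreased. The number that decreased was also lower without WT replicate 1 (4 miRNAs), dora replicate 1 (7 miRNAs) or dora replicate 2 (2 miRNAs).
The set was read from Table S1 at an adjusted p-value under 1e-08, which gives miR-7-5p, miR-9b-5p, miR-9c-5p, miR-12-5p, miR-190-5p, miR-277-3p, miR-279-3p, miR-996-3p, miR-999-3p and miR-1012-3p. All 10 increased here, with log2 fold changes from 1.69 to 4.02 and a median of 2.72, and all 10 did so when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. In each of the 10, every dora library was above every WT library, a separation that chance gives in one direction or the other for 10% of miRNAs with 3 libraries against 3. miR-7-5p rose from 285 ± 10.7 to 4138 ± 366 RPM (SD, n = 3), a log2 fold change of 4.02 (standard error 0.18, adjusted p = 2.55e-06 from edgeR). The smallest increase was that of miR-277-3p, from 9425 ± 1171 to 27054 ± 2619 RPM (SD, n = 3), a log2 fold change of 1.69 (standard error 0.18, adjusted p = 0.000162 from edgeR). Among the miRNAs that decreased, miR-1009-3p had a log2 fold change of -1.70 (adjusted p = 0.00254), miR-278-3p of -2.47 (adjusted p = 0.0123) and miR-252-5p of -2.01 (adjusted p = 0.0129). Without dora replicate 2, and for miR-252-5p also without WT replicate 3, these last miRNAs were above 0.05: over all alternatives the adjusted p ranged from 1.21e-05 to 0.0636 for miR-252-5p and from 5.95e-07 to 0.0509 for miR-278-3p.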

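Periodate-treated libraries were made from 3 WT and 3 dora clonal lines. For each library the authors deposited the reads of each miRNA and a value for each of 13063 loci with siRNA-generating potential. Between 371626 and 478378 miRNA reads were counted per WT library (median 393832), and between 265759 and 671057 per dora library (median 470319). To obtain the locus values, the authors aligned the reads to the dm6 genome and had CuffDiff sum them over each locus, without correction for its length, scaled to the genome-mapped reads. The values of a library share one step. In units of that step, the loci of a library summed to between 74486 and 115912 in WT (median 86100) and between 81915 and 137990 in dora (median 115986). Here the miRNA counts were filtered and tested as for the total-sRNA libraries. Locus values were compared with limma's moderated test on log2 of the value plus a pseudocount of 1, over the 1323 loci that were above 0 in every library and whose coefficient of variation was under 1 in each genotype. For the 21 most abundant siRNAs, Table S2 gives reads normalized to a cohort of 11 miRNAs, from which whole reads per library were recovered and compared with edgeR, with the reads of that cohort as the library size. Size markers added during library preparation made up 57.0% of the counted reads of dora replicate 1, against 0.172% to 0.335% in the other libraries. These reads were left out of every library size taken from miRNA counts. The locus values kept the authors' scaling to genome-mapped reads. The total over loci of dora replicate 1 also kept the locus cisNAT-1355, where marker reads may have been counted and which made up 15.0% of it.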

To focus on siRNAs, which are mainly loaded into Ago2 (Okamura et al. 2004; Förstemann et al. 2007; Tomari et al. 2007), we subjected small RNA samples to periodate oxidation and β-elimination prior to preparing libraries for small-RNA sequencing (sRNA-seq). This treatment takes advantage of the fact that most siRNAs are loaded within Ago2 and thus methylated at their 3′ termini (Horwich et al. 2007), which protects them from oxidation by periodate and subsequent β-elimination of the terminal nucleoside (Yang et al. 2007). In contrast, small RNAs loaded into Ago1, including most miRNA molecules, are unmethylated and thus vulnerable to periodate oxidation and β-elimination, which leaves a 3′ phosphate that blocks ligation of the adaptor used to prepare the sequencing libraries. Comparison of sRNA-seq libraries from treated and untreated samples confirmed enrichment of siRNAs in the treated sample (Supplemental Fig. S1B), and enrichment values for miRNAs that agreed well with previously published values (Supplemental Fig. S1C).

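In the WT libraries, the values over all siRNA loci, counted in steps of each library, amounted to 0.0269 ± 0.00266 per miRNA read without treatment and to 0.220 ± 0.0210 per miRNA read after treatment (SD, n = 3 each). The ratio of the means was 8.19, and every treated library was above every untreated one (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Leaving out each library in turn gave ratios from 7.78 to 8.67. The test took the libraries as unpaired, although WT lines of the same number correlated across library types. The untreated libraries come from an earlier study, so that treatment cannot be told apart from library batch here. The published enrichment values shown in Supplemental Fig. S1C were not analysed here.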

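In the periodate-treated libraries, the log2 fold changes of the 21 siRNAs upon loss of Dora ranged from -1.18 to 0.33, with a median of 0.06. None increased and 2 decreased at an adjusted p-value under 0.05, and 3 had an unadjusted p-value under 0.05. CG4068_1, the most abundant, had 35472 ± 5092 normalized reads in WT and 36911 ± 8367 in dora lines (SD, n = 3). CG4068_4 went from 2761 ± 974 to 1220 ± 528 normalized reads (SD, n = 3), a log2 fold change of -1.18 (standard error 0.30, adjusted p = 0.00426 from edgeR), with overlapping groups. CG4068_2 went from 4218 ± 1371 to 1889 ± 441 normalized reads (SD, n = 3), a log2 fold change of -1.16 (standard error 0.40, adjusted p = 0.048 from edgeR). Over the alternatives, the adjusted p ranged from 9.13e-05 to 0.313 for CG4068_4 and from 0.000362 to 0.375 for CG4068_2. The alternative that moved the siRNAs most set the library size to all miRNA reads: the median log2 fold change was then 0.26, and 2 siRNAs increased and 1 decreased. Without dora replicate 3, 2 increased and 3 decreased. Each siRNA was covered by 738 to 69987 reads per library.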

When comparing levels of the most highly expressed siRNA species in treated samples from wild-type S2 cells with those from *dora* clonal lines, no siRNA was significantly up-regulated upon loss of Dora (Fig. 1A; Supplemental Table S2). Although these 21 siRNA species are produced at a relatively high abundance, many siRNA species accumulate to much lower levels, as some siRNA-producing dsRNA regions are diced without a strongly stereotyped register (Chung et al. 2008; Czech et al. 2008; Ghildiyal et al. 2008; Kawamura et al. 2008; Okamura et al. 2008a,b). Thus, to extend our analyses to all siRNAs in S2 cells, we mapped small RNA reads from all treated samples to loci with siRNA-generating potential and examined siRNA levels from each of these loci, comparing levels in wild-type cells with those from *dora* clonal lines (Supplemental Table S3). siRNA reads mapping to all but one of these loci were unchanged upon loss of Dora (Fig. 1B). 

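None of the 1323 loci tested increased or decreased at an adjusted p-value under 0.05. At an unadjusted p-value under 0.05 there were 110 loci, of which 45 increased. The median log2 fold change over all loci was -0.15 with the values as deposited, scaled to genome-mapped reads. It was -0.33 with the library size set to the total over loci, which also left no locus past the threshold. Restricting the test to the 425 loci with at least 10 steps in every library gave 4 that increased, with a single locus on chromosome 2R, overlap-194, among them. Leaving out dora replicate 1 gave 1 locus that increased, and leaving out dora replicate 3 gave 25 that increased and 14 that decreased. Without dora replicate 2, 3 loci passed the threshold, none of them an increase. No count test was run on these loci.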

The one locus in which siRNA reads significantly increased upon loss of Dora (fold-change 7.5, *P* = 0.022), also had increased siRNA precursor upon loss of Dora as measured by RNA-seq, albeit with weak statistical significance (fold-change 9.2, unadjusted *P* = 0.17, Welch two-sample *t*-test), suggesting that the observed increase in siRNAs might be attributed to increased transcription rather than increased siRNA stability.

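The locus is overlap-194, which lies on chromosome 2R of dm6 from 6256172 to 6322173 and spans 66002 nt of transposable-element fragments. In periodate-treated libraries its scaled value was 8374, 5282 and 12081 in the WT lines and 9645, 115079 and 79919 in the dora lines. The means were 8579 ± 3404 and 68214 ± 53683 (SD, n = 3), a ratio of 7.95. The log2 fold change was 2.46 (standard error 0.63, adjusted p = 0.471 from limma), and the groups overlapped, because dora replicate 1 was below WT replicate 3. Over the alternatives the adjusted p ranged from 5.56e-08 to 0.683, and it was under 0.05 in 3 of 11. Without dora replicate 1 the log2 fold change was 3.56, with the lowest of these adjusted p-values.
The precursor was measured by RNA-seq of polyadenylated RNA from 3 WT and 3 dora lines, for which the authors deposited FPKM at each locus, which are scaled to its length and to the mapped fragments, so that the depth of these libraries is unknown. They were compared here with limma on log2 of the FPKM plus a pseudocount of 0.01, over 1921 loci. overlap-194 had 0.0615 ± 0.0466 FPKM in WT and 0.547 ± 0.418 FPKM in dora lines (SD, n = 3), a ratio of 8.91 and a log2 fold change of 2.74 (standard error 0.92, adjusted p = 0.300 from limma). Its adjusted p stayed between 0.142 and 0.665 over the alternatives. The lowest dora value was again that of replicate 1. No locus passed the threshold in RNA-seq, and 253 had an unadjusted p-value under 0.05. From the increase in both kinds of library, the paper proposes that the rise in siRNAs at this locus might be due to higher transcription rather than to higher stability.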

**FIGURE 1.**
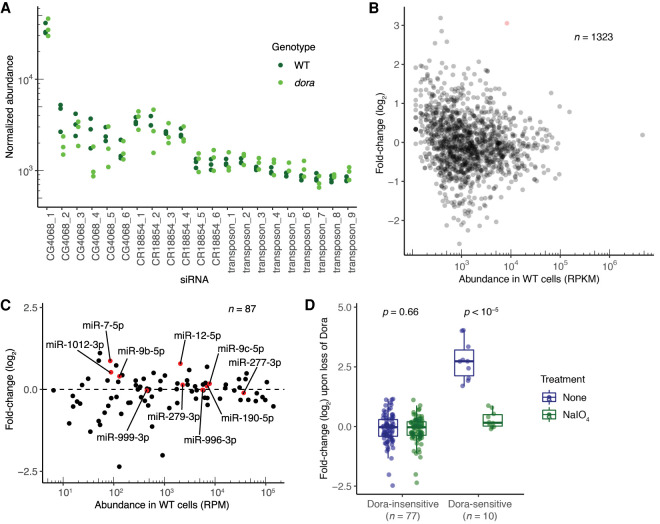
Methylated small RNAs are not susceptible to TDD. (*A*) Normalized abundance of the most highly expressed individual siRNAs in periodate-treated samples from wild-type (WT, dark green) and *dora* (light green) cells, as measured using sRNA-seq. Abundance is plotted as reads normalized to a cohort of abundant, Ago2-enriched, Dora-insensitive miRNAs (Supplemental Table S1). Shown are the results from three biological replicates for each genotype, each of which used a different clonal line. Significance was evaluated by a Welch two-sample *t*-test. (*B*) Changes in abundance of siRNAs mapping to annotated siRNA-generating loci observed upon loss of Dora in periodate-treated samples analyzed in *A*. Fold-changes in normalized abundance are plotted as a function of abundance observed in WT cells (RPKM, reads per kilobase per million mapped reads). Each point represents the mean from the three biological replicates, as determined by CuffDiff (Trapnell et al. 2012). The locus for which siRNAs significantly increased upon loss of Dora (CuffDiff adjusted *P* < 0.05) is indicated in red. (*C*) Changes in miRNA levels observed upon loss of Dora in periodate-treated samples analyzed *A* and *B*. Each point represents the mean from the three biological replicates, as determined by DESeq. Shown in red and labeled are results for Dora-sensitive miRNAs, identified as miRNAs that significantly increased (adjusted *P* < 2 × 10^–7^) upon loss of Dora in a different analysis that examined untreated, total-sRNA samples (Supplemental Fig. S1A; Shi et al. 2020). (*D*) Changes in miRNA levels observed upon loss of Dora, comparing results for total-sRNA (dark blue) and periodate-treated (dark green) samples for both Dora-sensitive and Dora-insensitive miRNAs. MicroRNAs were classified as Dora sensitive as in *C*. Significance was evaluated by a Welch two-sample *t*-test.

These results showing that siRNAs loaded into Ago2 do not detectably change upon loss of Dora indicated that either these siRNAs are not susceptible to TDD under native cellular conditions or these siRNAs each lack a target with complementarity suitable for triggering TDD. The latter seemed unlikely, as CG4068_1 (previously annotated esi-2.1), CG4068_5, and CG4068_6 exhibit high complementarity to a verified siRNA-sensitive, sliced site within the *mus308* mRNA (Czech et al. 2008; Okamura et al. 2008b). Moreover, many siRNAs from the CR18854 hairpin have highly complementary sites in the *CG8289* mRNA, although slicing at these sites has yet to be verified (Czech et al. 2008; Okamura et al. 2008b). To investigate whether small-RNA species loaded into Ago2 would be susceptible to TDD in the presence of sites that trigger TDD, we examined the fate of miRNAs in these periodate-treated samples. 

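Of the 99 miRNAs tested in periodate-treated libraries, 0 increased and 2 decreased upon loss of Dora, and 12 had an unadjusted p-value under 0.05. The miRNAs that make up the set of 10 in total-sRNA libraries had log2 fold changes from -0.15 to 0.82, and their lowest adjusted p was 0.374. When adjusted over the list alone, 0 increased, and the lowest adjusted p was 0.252. miR-7-5p went from 85.2 ± 49.0 to 165 ± 26.6 RPM (SD, n = 3), a log2 fold change of 0.82 (standard error 0.36, adjusted p = 0.374 from edgeR), on 18 to 90 reads per library. miR-12-5p went from 2069 ± 848 to 3738 ± 1208 RPM (SD, n = 3), a log2 fold change of 0.76 (standard error 0.34, adjusted p = 0.384 from edgeR). miR-277-3p, with 36726 ± 5311 RPM in WT and 36175 ± 7140 RPM in dora lines (SD, n = 3), had the lowest value of the set. Every dora library was above every WT library for 3 of the 10. The miRNAs that decreased were miR-278-3p, with a log2 fold change of -2.38 (standard error 0.42, adjusted p = 0.0232, range over the alternatives 0.000652 to 0.146), and miR-252-5p, with one of -2.02 (standard error 0.42, adjusted p = 0.0376, range 0.000653 to 0.152). Without WT replicate 2, 3 miRNAs increased and 4 decreased. Without WT replicate 1, 1 increased and 1 decreased, and without dora replicate 2, 1 increased and 0 decreased. Leaving out WT replicate 3 or dora replicate 3 gave 0 of either, with 12 at an unadjusted p-value under 0.05 in each case. At 265759 or more miRNA reads per library, simulated 4-fold changes were recovered for 89.0% of changed miRNAs.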

The 10 miRNAs that are significantly up-regulated upon loss of Dora in libraries generated from total-sRNA samples from S2 cells (henceforth referred to as the Dora-sensitive miRNAs) presumably have sites that trigger TDD (Supplemental Fig. S1A; Shi et al. 2020), yet none of these 10 miRNAs were significantly up-regulated upon loss of Dora in periodate-treated samples (Fig. 1C; Supplemental Table S1). 

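Taken as a group in the periodate-treated libraries, the Dora-sensitive miRNAs had a median log2 fold change of 0.11, and the other 89 miRNAs had one of -0.09, a difference of 0.20. Of the 10 members, 7 were above 0. A rotation test of the set against no change (fry in limma), which allows for correlation between miRNAs and is not an exact test, gave p = 0.223. Without the filter on the coefficient of variation, the alternative that moved the difference most, it was 0.38. Leaving out each library in turn moved the difference of the medians to between 0.059 and 0.32. The set passed 0.05 in 1 of these fits, without WT replicate 3, where the difference was 0.31 and this test, which is not an exact one, gave p = 0.0336.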

When considered in the aggregate, the behavior of these Dora-sensitive miRNAs in the periodate-treated samples approached that of the group of Dora-insensitive miRNAs, with only a hint of a residual response to loss of Dora in the periodate-treated samples, which was attributable to slight contamination from Ago1-loaded species that were not fully removed by the periodate treatment (Fig. 1D). Thus, examination of miRNAs supported the conclusion that even in the presence of sites that trigger TDD, small RNAs within Ago2 are not susceptible to regulation by TDD.

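The change in periodate-treated libraries was also compared with that in total-sRNA libraries in one edgeR model with an interaction term. Of the 90 miRNAs tested, 9 rose less in the treated libraries, and all 9 were Dora-sensitive miRNAs. 1 miRNA, bantam-5p, which is named because of its value, changed in the other direction, with a difference of 0.71. The median difference of all 90 miRNAs was 0.42 with TMM factors over both library types and -0.14 with factors within each type, a choice made after the data were seen that gave 10 smaller changes. Leaving out one library kept 9 or 10 smaller changes, while the number of larger ones rose to 16 without dora replicate 3 and 15 without WT replicate 1 of the total-sRNA libraries. It was 4 without WT replicate 3 of these, and 7 without dora replicate 2 and 3 without WT replicate 1 of the treated libraries. For the 10 Dora-sensitive miRNAs the differences of the log2 fold changes ranged from -2.84 to -1.29, with a median of -2.25, and all 10 were below 0 at an adjusted p-value under 0.05 when adjusted over the list alone. The difference was -2.71 for miR-7-5p (standard error 0.44, adjusted p = 0.00072 from edgeR, range of the adjusted p 9.14e-09 to 0.00799) and -2.17 for miR-190-5p (standard error 0.25, adjusted p = 4.26e-05 from edgeR, range 1.92e-14 to 0.000476). The paper reasons that these miRNAs presumably have sites that trigger TDD, and concludes from their lack of increase in treated samples that small RNAs within Ago2 are not susceptible to it.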

### siRNAs in Ago1 are sensitive to TDD

The observation that miRNAs are sensitive to loss of Dora in total-RNA samples but not in Ago2-enriched samples suggested that Ago1-loaded species are privileged in their ability to be regulated by TDD. As some siRNAs can, albeit with low frequency, load into Ago1 (Czech et al. 2009; Ameres et al. 2011), we wondered whether looking at these Ago1-loaded species might reveal regulation of siRNAs by TDD that was undetectable in the Ago2-enriched samples.

We utilized a FLAG-tagged fragment of human TNRC6B (the mammalian ortholog of GW182) to isolate Ago1-loaded small RNAs, which capitalized on the observation that GW182 strongly interacts with Ago1 but not Ago2 (Supplemental Fig. S2A,B; Behm-Ansmant et al. 2006; Hauptmann et al. 2015). 

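Ago1-IP libraries were sequenced from 3 WT and 3 dora clonal lines, and the authors deposited reads per miRNA and a value per siRNA locus. Between 5070235 and 8093141 miRNA reads were counted per WT library (median 7263871), and between 8538446 and 10673874 per dora library (median 8550537). Locus values were scaled to genome-mapped reads. Divided by the step of each library they were whole numbers of reads, which summed over the loci to between 21001 and 28061 in WT (median 24707) and to between 25780 and 36168 in dora (median 30222). The filters and tests on miRNAs and loci were those applied to the treated libraries. They left 91 miRNAs and 228 loci. miR-1012-3p was removed by the filter on the coefficient of variation, so that 9 of the 10 Dora-sensitive miRNAs were tested. For the individual siRNAs, Table S2 gives reads normalized to a cohort of 15 miRNAs, and the recovered reads were compared with edgeR against the reads of that cohort.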

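In the Ago1-IP libraries 29 miRNAs increased and 22 decreased upon loss of Dora, of 91 tested. Without dora replicate 1, 20 increased and 13 decreased, and WT replicate 3 and dora replicate 2 left 14 that decreased when each was left out. The 9 Dora-sensitive miRNAs tested all increased, over all miRNAs and when adjusted over the list alone. Their log2 fold changes ranged from 2.15 to 5.74, with a median of 3.42, against a median of -0.16 for the other 82 miRNAs, of which 20 increased. miR-12-5p rose from 172 ± 58.0 to 9563 ± 695 RPM (SD, n = 3), a log2 fold change of 5.74 (standard error 0.27, adjusted p = 9.82e-07 from edgeR). miR-190-5p had a log2 fold change of 4.69 (standard error 0.11, adjusted p = 3.9e-08 from edgeR). The log2 fold changes of the others were 4.48 for miR-7-5p, 4.07 for miR-9c-5p, 3.42 for miR-996-3p, 2.96 for miR-999-3p, 2.79 for miR-9b-5p, 2.55 for miR-277-3p and 2.15 for miR-279-3p. Outside the set, miR-9388-5p rose from 34.0 ± 4.56 to 162 ± 30.6 RPM (SD, n = 3), with an adjusted p = 4.24e-05 from edgeR, and had the highest log2 fold change among the other 82. Over its 12 alternatives the log2 fold change was between 2.08 and 2.33, and the adjusted p was at most 0.000667. In total-sRNA libraries its log2 fold change was -1.33 (standard error 0.31, adjusted p = 0.016 from edgeR, range over the alternatives 0.000741 to 0.0758). bantam-3p, the most abundant of those that decreased, had a log2 fold change of -0.79 (standard error 0.06, adjusted p = 2.57e-05 from edgeR).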

We first verified Dora-mediated regulation of miRNAs in these samples and found that loss of Dora led to the significant increase of not only the 10 miRNAs that were previously found to be Dora-sensitive when examining small-RNA libraries made from total RNA but also miR-9388-5p (Fig. 2A), which had not been previously found to be Dora-sensitive (Supplemental Fig. S1A; Supplemental Table S1). Furthermore, the extent of Dora sensitivity was enhanced for most of the 10 previously annotated Dora-sensitive miRNAs (Fig. 2A,B), and this enhancement was highly correlated with enrichment in Ago2, with species that were more enriched in Ago2 exhibiting correspondingly greater Dora sensitivity in the Ago1-immunoprecipitate (Ago1-IP) samples (Fig. 2B). These results would be expected if miRNA molecules loaded into Ago1 were subjected to TDD, whereas those loaded into Ago2 were not, such that the full effects of TDD on Ago1-loaded miRNAs were only observed after removal of the TDD-non-responsive, Ago2-loaded population. Thus, our examination of miRNAs corroborated our previous assertions that small RNAs associated with Ago1 but not with Ago2 can be regulated by TDD.

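For the 10 miRNAs of Fig. 2B that were tested in both library types here, the gain was taken as the log2 fold change in Ago1-IP minus that in total-sRNA libraries, and Ago2 enrichment as the share of miRNA reads in treated WT libraries divided by the share in total-sRNA WT libraries. Across miRNAs, which are not independent replicates, Pearson's r was 0.908 (permutation p = 0.0004) and Spearman's rho was 0.806 (permutation p = 0.00725). The squared r was 0.825, and 0.517 with enrichment on the log2 scale (permutation p = 0.0186), the alternative that moved it most. The enrichment was highest for miR-9388-5p (9.67, with a gain of 3.53), followed by miR-9c-5p (5.34, with a gain of 2.15). It was lowest for miR-9b-5p (0.141, with a gain of 0.36) and miR-7-5p (0.299, with a gain of 0.46). Without miR-9388-5p and miR-9b-5p, which lie farthest from the median enrichment, r was 0.789 (exact permutation p = 0.0241) and rho was 0.738 (exact permutation p = 0.0458) over 8 miRNAs. Over the 9 Dora-sensitive miRNAs alone, r was 0.802 (exact permutation p = 0.0152) and rho was 0.733 (exact permutation p = 0.0311). Both axes use the total-sRNA libraries. In 10000 simulations in which counting and replicate noise alone linked them, r had a median of -0.118, with 95% of values between -0.780 and 0.657, and 2 simulations gave an r as large.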

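When Ago1-IP and total-sRNA libraries were fitted together with an interaction term, 16 of 86 miRNAs had a larger change upon loss of Dora in Ago1-IP and 0 had a smaller one, and 25 had an unadjusted p-value under 0.05. The median difference of all miRNAs was 0.33 with TMM factors over both types. With factors within each type, which gave a median of 0.02, 7 were larger and 2 smaller. With DESeq2 and a median of -0.13, 7 were larger and 2 smaller. Fits that left out one library gave 3 to 18 larger changes, with 3 without dora replicate 1 or 2 of the Ago1-IP libraries and 3 without WT replicate 3 or dora replicate 1 of the total-sRNA libraries. The number of smaller changes was 14 without WT replicate 1 and 7 without dora replicate 2 of the Ago1-IP libraries, and 9 without dora replicate 1 and 16 without dora replicate 2 of the total-sRNA libraries. It was at most 2 in the other fits. Without WT replicate 1 of the Ago1-IP libraries or dora replicate 2 of the total-sRNA libraries, 4 were larger. miR-190-5p, with a difference of 2.28 (standard error 0.16), miR-9c-5p, with one of 2.47 (standard error 0.18), and miR-9388-5p, with one of 3.85 (standard error 0.37), were called in 19 of 19 alternatives. For miR-12-5p the difference was 2.03 (12 of 19 alternatives) and for miR-277-3p it was 1.18 (11 of 19 alternatives). The differences of the 9 Dora-sensitive miRNAs ranged from 0.46 to 2.47, with a median of 0.95; 7 passed the threshold over all miRNAs and 9 when adjusted over the list alone, a list that the study chose on these total-sRNA libraries. The paper reasons that this pattern follows if miRNAs in Ago1 are subject to TDD and those in Ago2 are not, because the total-sRNA libraries also hold the Ago2-loaded molecules.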

**FIGURE 2.**
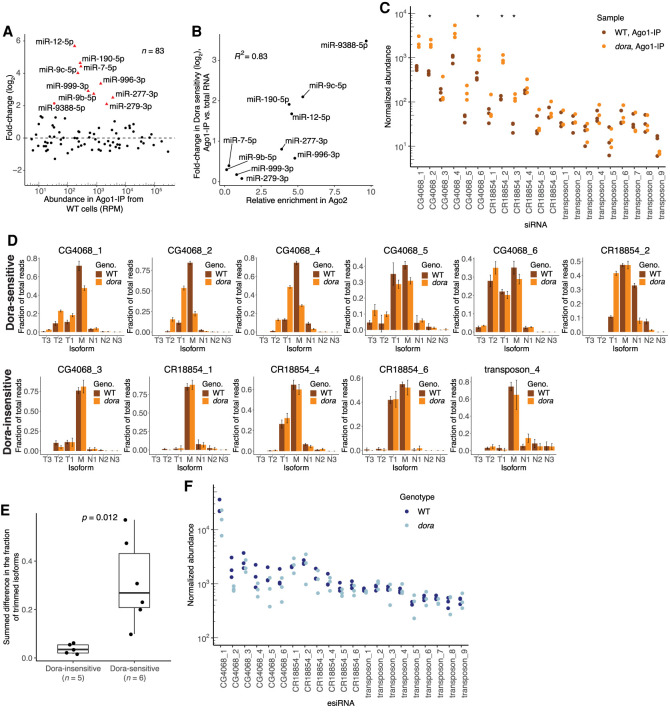
Small RNAs in Ago1 are susceptible to TDD. (*A*) Changes in levels of Ago1-associated miRNAs observed upon loss of Dora, as measured using sRNA-seq. Analysis was as in Figure 1C, but for miRNAs that copurified with Ago1. Results for miRNAs that significantly increased upon loss of Dora (adjusted *P* < 10^−20^) in the Ago1 samples are colored red and labeled, indicating with triangles those previously identified as Dora-sensitive in analyses of total-RNA samples (Supplemental Fig. S1A; Shi et al. 2020). (*B*) Relationship between the increased Dora sensitivity observed when examining Ago1-associated miRNAs and miRNA enrichment in Ago2. Results are shown for Ago1-associated miRNAs that most significantly increased upon loss of Dora (red points, *A*). Ago2 enrichment was inferred by dividing the average fraction of miRNA reads corresponding to that miRNA in the periodate-treated libraries by the average fraction of miRNA reads corresponding to that miRNA in the untreated libraries. The increased Dora sensitivity was computed by subtracting the log_2_-transformed fold-change observed upon loss of Dora in total-sRNA samples from the log_2_-transformed fold-change observed upon loss of Dora in the Ago1 samples. (*C*) Normalized abundance of the most highly expressed individual siRNAs in Ago1 samples from wild-type (WT, dark orange) and *dora* (orange) S2 cells, as measured using sRNA-seq. Significant differences are indicated (*) *P* > 0.05. Abundance is plotted as reads normalized to a cohort of abundant, Ago1-enriched, Dora-insensitive miRNAs (Supplemental Table S1); otherwise, this panel is as in Figure 1A. (*D*) Tailing and trimming of Dora-sensitive (*top* row) and Dora-insensitive (*bottom* row) siRNAs that passed the expression cutoff (an average of >40 reads across the wild-type samples) in Ago1 samples from wild-type (WT, dark orange) and *dora* (orange) S2 cells. Fractional abundance was quantified as the fraction of reads that the isoform contributed to the total reads for that siRNA and is shown for mature isoforms (defined as the most abundant isoform in wild-type cells), tailed isoforms with one to three additional nucleotides (N1, N2, N3), and trimmed isoforms with one to three fewer nucleotides (T1, T2, T3). Each of the two genotypes was represented by three clonal lines, and average fractional abundance and standard deviation (error bars) are shown for each isoform. (*E*) Changes in the fractions of trimmed isoforms observed upon loss of Dora for either the Dora-sensitive or Dora-insensitive siRNAs shown in *D*. Changes for each siRNA were quantified by summing the differences between the fractional abundances in *dora* and wild-type S2 cells for each trimmed isoform. Significance was evaluated by a Welch two-sample *t*-test. (*F*) Normalized abundance of the most highly expressed individual siRNAs in total-sRNA samples from wild-type (WT, dark blue) and *dora* (blue) S2 cells, as measured using sRNA-seq. Otherwise, this panel is as in *C*.

The increased Dora sensitivity observed for Ago2-enriched miRNAs in the Ago1-IP samples encouraged us to look at siRNAs in these samples. 

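In the Ago1-IP libraries the log2 fold changes of the 21 individual siRNAs upon loss of Dora ranged from -0.83 to 2.93, with a median of 0.38. By edgeR on the recovered reads, 7 increased and 0 decreased at an adjusted p-value under 0.05, and the same number had an unadjusted p-value under 0.05. The count of increased siRNAs was 7 under each alternative. CR18854_2 rose from 122 ± 13.6 to 930 ± 200 normalized reads (SD, n = 3), a log2 fold change of 2.93 (standard error 0.37, adjusted p = 1.36e-10 from edgeR). CG4068_4, the most abundant of the 7, rose from 968 ± 201 to 3935 ± 1303 normalized reads (SD, n = 3), a log2 fold change of 2.02 (standard error 0.27, adjusted p = 1.09e-09 from edgeR). For each of the 7, every dora library was above every WT library (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). Across the 21 siRNAs there were 6 to 5679 reads per library.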

Among the 21 most abundant siRNAs analyzed previously, four were significantly up-regulated upon loss of Dora (*P* < 0.05), and three others were up-regulated with *P*-values >0.05 but <0.075 (Fig. 2C; Supplemental Table S2). These seven Dora-sensitive siRNAs came from two hairpin loci (*CG4068* and *CR18854*, previously annotated as esi-2 and esi-1, respectively), but not all siRNAs produced from these two loci were sensitive to loss of Dora (Fig. 2C), presumably because some did not have target sites in the transcriptome with complementarity capable of triggering TDD. 

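The siRNAs that increased were CG4068_1, CG4068_2, CG4068_4, CG4068_5 and CG4068_6, and CR18854_2 and CR18854_3, with log2 fold changes from 1.65 to 2.93 and adjusted p-values from 1.36e-10 to 0.000503. CG4068_1 rose from 591 ± 66.9 to 2272 ± 701 normalized reads (SD, n = 3), and CR18854_3 from 28.1 ± 7.05 to 125 ± 23.3 (SD, n = 3). Of the other siRNAs from these hairpins, CG4068_3 had a log2 fold change of 0.38 (adjusted p = 0.72), CR18854_4 of 0.41 (adjusted p = 0.683), CR18854_5 of 0.38 (adjusted p = 0.813) and CR18854_6 of 0.32 (adjusted p = 0.813). CR18854_1 had one of 0.65 (adjusted p = 0.542, range over the alternatives 0.273 to 0.961), which was -0.067 without dora replicate 3.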

Three of the five *CG4068*-derived Dora-sensitive siRNAs have high complementarity to the validated targeted site in *mus308*, and one of the *CR18854*-derived Dora-sensitive siRNAs has high complementarity to a predicted targeted site in *CG8289* (Supplemental Fig. S2C; Czech et al. 2008; Okamura et al. 2008b). Interestingly, two other *CR18854*-derived siRNAs are also predicted to direct slicing of highly complementary sites in *CG8289* yet did not appear to be TDD substrates, perhaps because the siRNA seeds do not perfectly pair to the respective sites (Fig. 2C; Supplemental Fig. S2C). Highly complementary sites for the remaining Dora-sensitive siRNAs have yet to be identified.

Because complementary sites that direct miRNA degradation also promote tailing and trimming, the observation of increased tailing and trimming of Dora-sensitive miRNAs in the absence of Dora supports the proposal that these miRNAs each have complementary sites that trigger TDD in the presence of Dora (Shi et al. 2020). With respect to siRNAs, we found that compared to the Dora-insensitive siRNAs, Dora-sensitive siRNAs underwent increased trimming upon loss of Dora, thereby supporting the idea that these siRNAs also have complementary sites that direct degradation of Ago1-loaded molecules in the presence of Dora (Fig. 2D,E). Thus, taken together, our findings showed that siRNAs have the potential to be substrates of TDD but are protected from this degradation when associated with Ago2.

When Ago1-associated siRNAs were assessed more broadly by mapping reads to siRNA-generating loci, no widespread regulation by TDD was observed; siRNAs from only four loci significantly increased in abundance (including *CG4068* and *CR18854*) out of 697 examined (Supplemental Fig. S2D; Supplemental Table S3). Moreover, analysis of published data sets that sequenced total sRNAs (Shi et al. 2020) agreed with our analysis of small RNAs resistant to periodate oxidation (Fig. 1A), showing no detectable Dora sensitivity for any of the 21 highly expressed siRNAs (Fig. 2F). This inability to detect Dora sensitivity of siRNAs in total-sRNA samples was attributed to most of the siRNA signal for the total-sRNA sample coming from Ago2-loaded species, an assertion supported by the observation that the levels of most of the individual siRNAs were more than 10-fold lower in the Ago1-IP samples than in the total-RNA samples (Fig. 2C,F). Thus, although we observed robust TDD of select siRNA molecules that satisfied two criteria—association with Ago1 and complementarity to sites that seemed capable of triggering TDD—because relatively few siRNA molecules satisfied both of these criteria, the overall contribution of TDD to total siRNA levels was negligible.

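Of 13063 loci in the Ago1-IP table, 228 had a read in every library and a coefficient of variation under 1 in each genotype. At an adjusted p-value under 0.05, 6 of these increased and 0 decreased, and 28 had an unadjusted p-value under 0.05. With the library size set to the total over loci, 6 increased and 7 decreased, and with DESeq2, 5 increased and 9 decreased. Without dora replicate 3, 9 increased and 13 decreased. Leaving out WT replicate 3 or dora replicate 1 gave 4 that increased. The CG4068 locus, on chromosome X of dm6 from 4921677 to 4928133, rose from 2315 ± 848 to 5727 ± 2407 in scaled reads (SD, n = 3), a log2 fold change of 1.29 (standard error 0.31, adjusted p = 0.0061 from limma, range over the alternatives 0.000284 to 0.396). This value rests on 18 to 125 reads per library, few of those of the hairpin, since the single siRNA CG4068_4 had 521 to 5679 reads per library in Table S2. overlap-3, on chromosome 2L from 9787285 to 9790745, covers the CR18854 hairpin. It rose from 271329 ± 19515 to 562002 ± 113865 in scaled reads (SD, n = 3), a log2 fold change of 1.03 (standard error 0.15, adjusted p = 1.2e-06 from limma). overlap-194 had a log2 fold change of 4.20 (standard error 0.40, adjusted p = 1.25e-12 from limma), with 2 to 109 reads per library. The locus at zfh2 and Tdg on chromosome 4, from 538331 to 540874, had one of 2.12 (standard error 0.42, adjusted p = 0.000414). The locus at Myc and CG12535 on chromosome X, from 3387943 to 3391697, had one of 1.50 (standard error 0.38, adjusted p = 0.0117, range 0.000138 to 0.429). The locus at lola on chromosome 2R, from 10541595 to 10541669, had one of 2.42 (standard error 0.64, adjusted p = 0.0149, range 0.00219 to 0.181), with 1 to 15 reads per library.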

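For the 21 siRNAs in total-sRNA libraries, limma was run on log2 of the normalized reads of Table S2 plus 1, because reads recovered from the dora columns were not whole when matched to the miRNA counts by clone number. The log2 fold changes ranged from -1.26 to 0.18, with a median of -0.28. None increased or decreased at an adjusted p-value under 0.05, the lowest being 0.132, and 1 had an unadjusted p-value under 0.05. CG4068_1 had 26769 ± 8032 normalized reads in WT and 15344 ± 7592 in dora lines (SD, n = 3), and CR18854_1 had 2056 ± 49.1 and 2253 ± 698 (SD, n = 3). Of the 963 loci tested in the same libraries, 0 increased or decreased and 98 had an unadjusted p-value under 0.05. overlap-194 had 4138 ± 2671 in WT and 38038 ± 26012 in dora lines in scaled reads (SD, n = 3), with every dora line above every WT line. Its log2 fold change was 3.03 (standard error 0.58, adjusted p = 0.0582 from limma, range over the alternatives 2.53e-21 to 0.999). The highest used all miRNA reads as the library size, matched by dora replicate numbers that name other libraries in the miRNA counts than in the locus values. overlap-194 passed the threshold in 7 of 14 alternatives, among them without WT replicate 1 (log2 fold change 3.52) and without dora replicate 1 (log2 fold change 3.93). The locus tables gave 45419 to 54252 reads per WT library (median 50339) and 57169 to 244056 per dora library (median 62027). Without dora replicate 3, 9 loci increased and 4 decreased. Without WT replicate 1, 2 increased, without dora replicate 2, 2 increased and 5 decreased, without dora replicate 1, 1 increased, and without WT replicate 2, 1 decreased.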

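Relative to the reads of the cohort of 15 miRNAs, 20 of the 21 siRNAs were more than 10-fold lower in Ago1-IP than in total-sRNA libraries of WT cells. The fold ranged from 5.73, for CG4068_4, to 195, for CR18854_3, with a median of 73.4. The paper reasons that most of the siRNA signal in total-sRNA libraries comes from Ago2-loaded molecules, and attributes to this the lack of detectable Dora sensitivity there.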

### Methylation is not required to protect Ago2-loaded siRNAs from TDD

The observation that siRNAs are susceptible to TDD when loaded into Ago1 but not Ago2 indicated that some aspect of residing in Ago2 protects small RNAs from regulation by Dora. Ago2–siRNA complexes differ from Ago1–siRNA complexes with regard to both the protein and the siRNA. With respect to the protein, the *Drosophila* Ago1 and Ago2 proteins are quite divergent (26% sequence identity)—much more divergent than *Drosophila* Ago1 is with proteins that host small RNAs susceptible to TDD, such as human AGO2 (64% sequence identity). With respect to the siRNAs, the siRNAs within *Drosophila* Ago2 differ from those within Ago1 in that they are 2′-*O*-methylated at their 3′ termini (Förstemann et al. 2007; Horwich et al. 2007; Höck and Meister 2008; Kawamura et al. 2008; Okamura et al. 2008b). Although methylation was originally thought to protect small RNAs from TDD because it inhibits their tailing and trimming (Ameres et al. 2010), the recent discovery of ZSWIM8-mediated TDD, which operates independently from tailing and trimming, calls this proposal into question (Han et al. 2020; Shi et al. 2020).

To assess the relationship between methylation and the TDD pathway in a native context, we used Cas9 to generate clonal S2 cell lines that either lacked the methyltransferase Hen1 or lacked both Hen1 and Dora. Loss of Hen1 activity was confirmed by the increased sensitivity of both miR-277 and siRNA CG4068_1 to periodate oxidation and β elimination (Supplemental Fig. S3A). 

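The Ago2-IP libraries came from 3 hen1 and 3 hen1/dora clonal lines that expressed FLAG-tagged Ago2. The deposited tables gave 344324 to 487526 miRNA reads per hen1 library (median 433575) and 423071 to 508914 per hen1/dora library (median 456088). Over the siRNA loci they gave 34144 to 49831 reads per hen1 library (median 45274) and 43504 to 54394 per hen1/dora library (median 48181), recovered from values scaled to genome-mapped reads. Counts and locus values were compared between hen1/dora and hen1 lines as for the other libraries, over 100 miRNAs and 1162 loci. The 21 siRNAs were compared against the cohort of 11 miRNAs used for the treated libraries. miR-1012-3p did not pass the filter on the coefficient of variation.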

To evaluate the effect of Hen1 loss on Ago2-loaded species, we transfected a plasmid expressing FLAG-tagged Ago2 into the *hen1* and *hen1/dora* clonal lines and sequenced small RNAs that co-IPed with tagged Ago2. 

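Across the miRNAs that passed the filters, 100 or more in number, log2 RPM in the Ago2-IP libraries of hen1 cells was compared with log2 RPM in WT libraries, using the mean over 3 libraries of each kind. The squared correlation was 0.897 with periodate-treated libraries and 0.691 with total-sRNA libraries. Both are correlations across miRNAs, which are not independent replicates. On linear RPM, the alternative that moved them most, they were 0.591 and 0.124. With each library left out in turn they stayed between 0.885 and 0.915 and between 0.687 and 0.704.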

Enrichment for Ago2 was corroborated by western blotting (Supplemental Fig. S3B), and enrichment for Ago2-loaded miRNAs was corroborated by a high correlation of sRNA-seq results with results obtained from periodate-treated libraries, which substantially exceeded that observed when comparing to results obtained from total-RNA libraries (*R*^2^ = 0.91 and 0.69, respectively) (Supplemental Fig. S3C). In agreement with reports that Hen1 protects small RNAs from tailing and trimming (Li et al. 2005; Ameres et al. 2010; Kamminga et al. 2010, 2012; Montgomery et al. 2012), Hen1 loss caused increased tailing and trimming of Ago2-loaded small RNAs (Fig. 3A).

**FIGURE 3.**
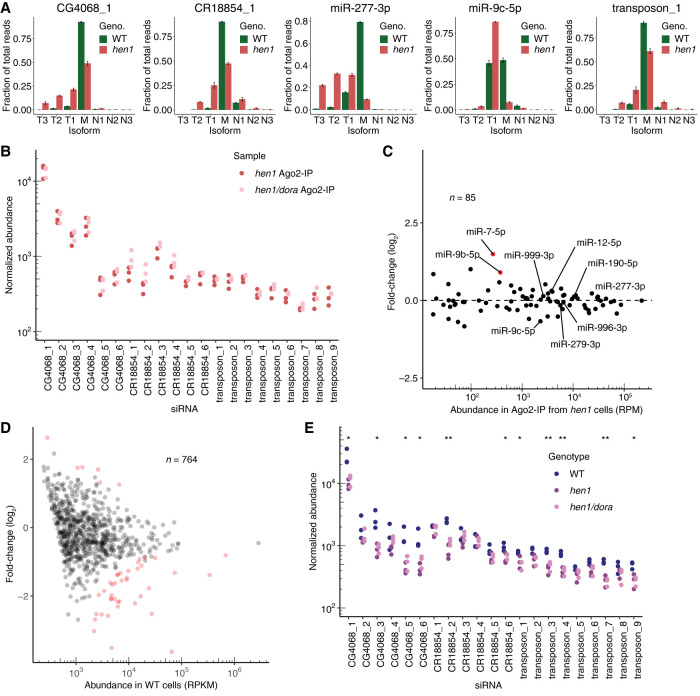
Loss of methylation does not alter sensitivity to TDD. (*A*) Tailing and trimming of Ago2-associated small RNAs from wild-type (WT, green) and *hen1* (red) S2 cells. Ago2-associated small RNAs were enriched by either periodate treatment (WT) or co-IP with FLAG-Ago2 (*hen1*) (Supplemental Fig. S3B). Otherwise, this panel is as in Figure 2D. (*B*) Normalized abundance of individual Ago2-associated siRNAs from *hen1* and *hen1/dora* cells, as measured using sRNA-seq. Ago2-associated siRNAs were isolated by IP of FLAG-Ago2. Otherwise, this panel is as in Figure 1A. (*C*) Changes in levels of Ago2-associated miRNAs observed upon loss of Dora in *hen1* cells. Ago2-associated miRNAs were isolated by IP of FLAG-Ago2. Each point represents the mean from three biological replicates, as determined by DESeq. Results for miRNAs sensitive to loss of Dora in wild-type cells are labeled (Supplemental Fig. S1A; Shi et al. 2020), and results for miRNAs significantly up-regulated (*P* < 10^−3^) upon Dora loss in these Ago2 samples are colored in red. (*D*) Changes in abundance of siRNAs mapping to annotated siRNA-generating loci observed upon loss of Hen1. Fold-changes in normalized abundance are plotted as a function of abundance observed in WT cells (RPKM, reads per kilobase per million mapped reads), as determined by CuffDiff. Differential expression was determined by DESeq, after normalizing to a cohort of abundant, Ago1-enriched, Dora-insensitive miRNAs (Supplemental Table S1). Each point represents the mean from the three biological replicates. The loci for which siRNAs significantly changed upon loss of Hen1 (DESeq adjusted *P* < 0.05) are indicated in red. (*E*) Normalized abundance of individual siRNAs in total-sRNA wild-type (WT), *hen1*, and *hen1/dora* samples. Note that the WT data are those of Figure 2D, replotted here for comparison, and that the normalization was performed as in Figure 2D. Significance was evaluated by ANOVA and the Tukey test.

We next examined whether loss of Hen1 altered the susceptibility of Ago2-associated small RNAs to TDD. 

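In the Ago2-IP libraries of hen1 cells, the 21 siRNAs had log2 fold changes from -0.05 to 0.65 upon loss of Dora, with a median of 0.14. None increased or decreased at an adjusted p-value under 0.05, and 2 had an unadjusted p-value under 0.05. These were CR18854_1, from 596 ± 117 to 939 ± 247 normalized reads (SD, n = 3) with a log2 fold change of 0.65 (standard error 0.22, adjusted p = 0.0527 from edgeR), and CR18854_2, from 393 ± 68.0 to 610 ± 163 (SD, n = 3) with one of 0.63 (standard error 0.20, adjusted p = 0.0527 from edgeR). Leaving out the hen1/dora library in column 2 gave 2 siRNAs that increased. CG4068_1 had 13949 ± 2839 normalized reads in hen1 and 13493 ± 2127 in hen1/dora lines (SD, n = 3). Each siRNA had 141 to 15975 reads per library.
Of the 1162 loci tested, 1 increased and 1 decreased, and 88 had an unadjusted p-value under 0.05. The locus that increased was overlap-194, from 7443 ± 1241 to 24398 ± 9406 in scaled reads (SD, n = 3), a log2 fold change of 1.66 (standard error 0.26, adjusted p = 0.0003 from limma, range over the alternatives 5.64e-08 to 0.00184). The locus that decreased was FBti0019845-, a transposable element on chromosome 2L from 21705310 to 21706713, with a log2 fold change of -3.32 (standard error 0.55, adjusted p = 0.000572 from limma, 0.460 with DESeq2 as the highest of its alternatives). Leaving out one library gave 1 to 8 loci that increased, with 8 without the hen1 library in column 1 and 6 without the hen1/dora library in column 2. It gave 4 without the hen1 library in column 2, 3 without that in column 3 and 2 without the hen1/dora library in column 1.

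**Figure D1:**
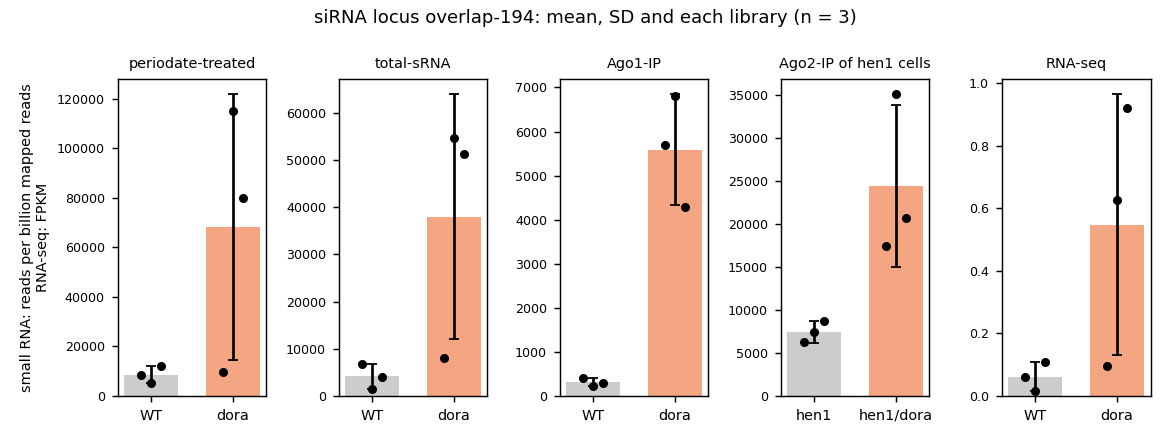
Level of overlap-194 in WT and dora lines by periodate-treated, total-sRNA and Ago1-IP small-RNA libraries (reads scaled to mapped reads) and by RNA-seq (FPKM), and in hen1 and hen1/dora lines by Ago2-IP libraries. Bars are means with the SD, and points are the 3 libraries of each genotype; in total-sRNA, Ago1-IP and Ago2-IP libraries every line lacking Dora is above every line with it, and in treated libraries and RNA-seq one dora line lies among the WT lines.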

No significant up-regulation of any Ago2-loaded siRNA species was observed upon loss of Dora in the *hen1* background (Fig. 3B; Supplemental Fig. S3D; Supplemental Tables S2, S3). Furthermore, almost all Ago2-loaded miRNAs did not change in levels upon loss of Dora in the *hen1* background (Fig. 3C; Supplemental Table S1). 

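Of the 100 miRNAs tested in Ago2-IP libraries, 2 increased and 2 decreased upon loss of Dora, and 19 had an unadjusted p-value under 0.05. With DESeq2, 4 increased and 2 decreased. The miRNAs that decreased were miR-252-5p, with a log2 fold change of -1.44 (standard error 0.34, adjusted p = 0.0201 from edgeR, range over the alternatives 0.00413 to 0.349), and bantam-3p, with one of -0.45 (standard error 0.12, adjusted p = 0.0417 from edgeR, range 0.0223 to 0.231). Without the hen1 library in column 3, 5 increased and 3 decreased, and without the hen1/dora library in column 2, 0 did either, with 18 at an unadjusted p-value under 0.05. Without the hen1 library in column 1, 1 increased and 1 decreased, and without the hen1/dora library in column 1, 1 increased and 0 decreased. The hen1 library in column 2 and the hen1/dora library in column 3 left 2 that increased, with 0 and 1 that decreased. miR-9388-5p had a log2 fold change of -0.55 (standard error 0.19, adjusted p = 0.107 from edgeR).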

The two exceptions were miR-7-5p and miR-9b-5p, which slightly increased upon Dora loss in the *hen1* background. These increases can be explained by the possibility of a small amount of contamination by Ago1-loaded species, which would most noticeably skew the results of these two Dora-sensitive miRNAs that were much more abundant in Ago1 than in Ago2. Thus, although select siRNAs and miRNAs were sensitive to loss of Dora when loaded into Ago1 (Fig. 2A,C), these same species escaped regulation by Dora when they were loaded into Ago2—even when lacking the terminal methyl modification (Fig. 3B,C). These results indicated that features of the Ago2 protein, not modifications to the RNA, protect Ago2-loaded small RNAs from TDD.

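miR-7-5p rose from 269 ± 68.8 to 795 ± 100 RPM (SD, n = 3), a log2 fold change of 1.47 (standard error 0.24, adjusted p = 0.000714 from edgeR), on 78 to 412 reads per library. Without the hen1/dora library in column 2 its adjusted p was 0.0544, the highest of its alternatives, and the lowest was 1.42e-07. miR-9b-5p rose from 375 ± 58.9 to 731 ± 92.0 RPM (SD, n = 3), a log2 fold change of 0.87 (standard error 0.22, adjusted p = 0.029 from edgeR), on 129 to 379 reads per library. Its adjusted p was between 0.000681 and 0.158 over the alternatives and passed 0.05 in 5 of 11. Both increased when adjusted over the list of Dora-sensitive miRNAs alone, and none of the other 7 tested did.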

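As a set, the 9 Dora-sensitive miRNAs tested in Ago2-IP libraries had a median log2 fold change of 0.10, against -0.05 for the other 91, and the rotation test, which is not an exact test, gave p = 0.0141. Over the alternatives, the rotation test gave p from 0.000178 to 0.00946. The other members ranged down to -0.19. miR-12-5p went from 3783 ± 724 to 4906 ± 959 RPM and miR-190-5p from 10418 ± 653 to 11790 ± 851 RPM (SD, n = 3), with log2 fold changes of 0.27 and 0.08. In total-sRNA libraries of hen1 cells, the 9 members tested had a median log2 fold change of 2.47. That contrast with Ago2-IP libraries, within one background, was not tested. Whether the changes in Ago2-IP and Ago1-IP libraries differ was not tested either, and their genetic backgrounds differ as well. The paper reports increases upon loss of Dora in Ago1 and, except for miR-7-5p and miR-9b-5p, their absence among miRNAs in Ago2 without Hen1. For these exceptions it proposes slight contamination by molecules loaded into Ago1. It concludes that small RNAs sensitive to Dora in Ago1 escape this regulation in Ago2, even when they lack the terminal methyl group.

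**Figure D2:**
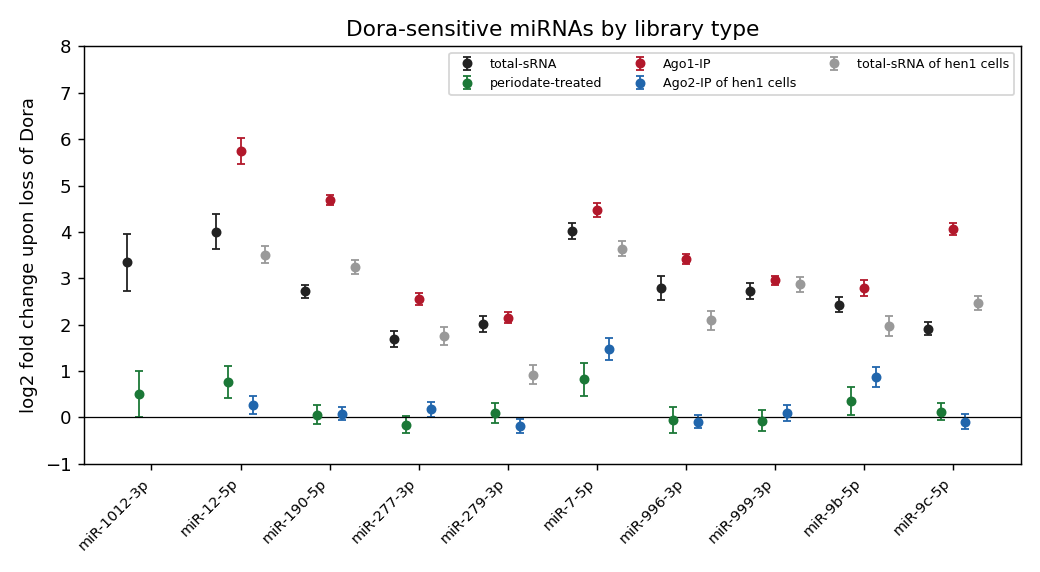
Log2 fold change upon loss of Dora of each of the 10 Dora-sensitive miRNAs in 5 kinds of library, with the standard error from edgeR (3 lines of each genotype). In periodate-treated libraries and in Ago2-IP libraries of hen1 cells most values lie near 0, with miR-7-5p highest in both; miR-1012-3p is shown only where it passed the filters.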

Previous studies of individual siRNAs report that loss of Hen1 can have a destabilizing effect (Okamura et al. 2008b; Ameres et al. 2011). 

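Total small RNA was sequenced from 3 hen1 and 3 hen1/dora clonal lines. It was set beside the 3 WT libraries already used for the comparison with dora lines, whose locus reads are those of the table deposited for hen1. The WT libraries come from the earlier study and the hen1 libraries from this one. In these sequencing data alone, the effect of Hen1 thus cannot be told apart from that of the library batch. The paper normalizes to a miRNA cohort because of the separate batches, and also reports northern blots. The deposited table gave 4083659 to 4398446 miRNA reads per hen1 library (median 4177854) and 3501805 to 4323464 per hen1/dora library (median 4020733). Reads over the siRNA loci were deposited as counts, with 76665 to 92729 per hen1 library (median 84600). edgeR's quasi-likelihood test was run with the reads of the cohort of 15 miRNAs as the library size, for 1002 loci with a read in every library and a coefficient of variation under 1 in each genotype. Locus values of hen1/dora lines were not used here.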

To assess the consequence of Hen1 loss on siRNA levels globally, we compared total-sRNA samples from both wild-type and *hen1* cell lines. 

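Of the 1002 loci tested, 71 decreased and 17 increased upon loss of Hen1 at an adjusted p-value under 0.05, against a median log2 fold change of -0.30 over all loci. With TMM factors over the loci in place of the miRNA cohort, the median was -0.04, and 49 loci decreased and 41 increased. Without WT replicate 3, 31 decreased and 5 increased, and without hen1 replicate 2, 54 decreased and 10 increased. The loci with the smallest adjusted p that decreased were cisNAT+634, from 307 ± 74.8 to 53.4 ± 19.0 normalized reads (SD, n = 3) with a log2 fold change of -2.52 (standard error 0.28, adjusted p = 3.46e-08 from edgeR), the locus of snoRNA:Or-aca4, with one of -3.62 (standard error 0.43, adjusted p = 6.24e-08 from edgeR), and cisNAT-1361, with one of -3.46 (standard error 0.43, adjusted p = 2.12e-07 from edgeR). The annotation has snoRNA:Or-CD2 at cisNAT+634. Those that increased with the smallest adjusted p were cisNAT-1537 (1.70, adjusted p = 0.000159), FBti0020126+ (2.57, adjusted p = 0.00151) and overlap-662 (1.74, adjusted p = 0.00176), each given as the log2 fold change from edgeR. The CG4068 locus had a log2 fold change of -1.20 (standard error 0.28, adjusted p = 0.00256 from edgeR) on 77 to 137 reads per library, against 17163 to 26433 for the single siRNA CG4068_1 in Table S2, and overlap-3, which covers the CR18854 hairpin, one of -0.45 (standard error 0.19, adjusted p = 0.134 from edgeR, range over the alternatives 0.000553 to 0.739).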

Reads mapping to 39 siRNA-producing loci significantly decreased, whereas reads mapping to six siRNA-producing loci significantly increased (Fig. 3D; Supplemental Table S3). Moreover, levels of 11 of the 21 most abundant individual siRNA species significantly decreased in the *hen1* cells, confirming observations of previous low-throughput studies (Fig. 3E; Supplemental Table S2). 

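All 21 siRNAs had a log2 fold change below 0 upon loss of Hen1, from -1.73 to -0.04, with a median of -0.73. With edgeR on the reads recovered from Table S2 and the cohort of 15 miRNAs as the library size, 10 decreased and 0 increased, and 13 had an unadjusted p-value under 0.05. The log2 fold changes of the 10 were between -1.73 and -0.76, with adjusted p-values from 1.67e-06 to 0.0324. For 15 of the 21, every hen1 library was on the same side of every WT library, where chance gives this for 10% of siRNAs. Without hen1 replicate 1, 15 decreased, and the lowest count with any other library left out was 9.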

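In total-sRNA libraries, the 21 siRNAs had log2 fold changes from -0.16 to 0.55 between hen1/dora and hen1 lines, with a median of 0.10. None increased or decreased at an adjusted p-value under 0.05, the lowest being 0.365 from edgeR, and 2 had an unadjusted p-value under 0.05. CG4068_1 had 11425 ± 2368 normalized reads in hen1/dora lines and CR18854_1 had 1872 ± 291 (SD, n = 3). Without hen1 replicate 1, 1 siRNA increased. Each siRNA had 414 to 26974 reads per library.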

Importantly, however, none of these decreases were rescued by the additional loss of Dora (Fig. 3E).

When comparing the small-RNA reads observed with and without Hen1, an important consideration is that the methylation status of the small RNAs can bias adaptor ligation during preparation of sRNA-seq libraries (Munafó and Robb 2010), raising the possibility that the changes in sRNA-seq reads that we observed might not have fully reflected the changes in siRNA levels that occurred upon loss of Hen1. 

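By sequencing, normalized to the cohort of 15 miRNAs, miR-277-3p went from 12260 ± 1782 normalized reads in WT lines to 6746 ± 1947 in hen1 lines (SD, n = 3), a decrease of 45.0% (two-sided exact permutation test, p = 0.1, the smallest p that 3 lines against 3 allow). Leaving out each line in turn gave 35.9% to 50.8%. The siRNAs were normalized to the same cohort but scaled to its reads in WT replicate 1, so that their levels are not on the scale of miR-277-3p. CG4068_1 went from 26769 ± 8032 to 9753 ± 1756 normalized reads (SD, n = 3), a decrease of 63.6% (two-sided exact permutation test, p = 0.1). CR18854_1 went from 2056 ± 49.1 to 1638 ± 390 normalized reads (SD, n = 3), a decrease of 20.3% (two-sided exact permutation test, p = 0.3), with 1 hen1 line within the range of the WT lines. The northern blots were not analysed here.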

Arguing against this possibility, fold-changes determined by northern blotting agreed well with those determined by sequencing; by northern blotting, miR-277, CG4068_1, and CR18854_1 decreased by 43%, 53%, and 21%, respectively, whereas by sequencing, miR-277, CG4068_1, and CR18854_1 decreased by 38%, 64%, and 20%, respectively (Supplemental Fig. S3E). This agreement indicated that differential ligation efficiencies imparted minimal, if any, bias on our sRNA-seq results. Thus, taken together, our results show that loss of methylation by Hen1 alters the siRNA composition of S2 cells, destabilizing many siRNA species, but in a manner that occurs independently of the TDD pathway.

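Across the 21 siRNAs, the median log2 fold change was thus below 0 for loss of Hen1 and close to 0 for the further loss of Dora, and no siRNA passed the threshold in the latter comparison. From the decreases without Hen1, and from their persistence without Dora as well, the paper concludes that loss of methylation destabilizes many siRNA species in a way that does not depend on TDD.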

### Methylation does not protect an Ago1-loaded miRNA from TDD

In human cells, methylation does not protect miRNAs from ZSWIM8-mediated decay (Han et al. 2020; Shi et al. 2020), which agrees with our finding that a terminal methyl modification is not required to protect Ago2-associated RNAs from TDD in S2 cells and raises the question as to whether methylation impacts TDD susceptibility of an Ago1-associated miRNA in *Drosophila*. To answer this question, we transfected either methylated or unmethylated miR-7 into wild-type and *dora* S2 cells, collected lysates of these transfected cells at a series of timepoints, isolated Ago1-associated species at each timepoint, and assessed miR-7 decay by northern blotting (Fig. 4A; Supplemental Fig. S4A,B). Methylation did not alter the susceptibility of miR-7 to TDD, in that increases in stability observed upon loss of Dora were similar for methylated and nonmethylated miR-7 (Supplemental Fig. S4C).

**FIGURE 4.**
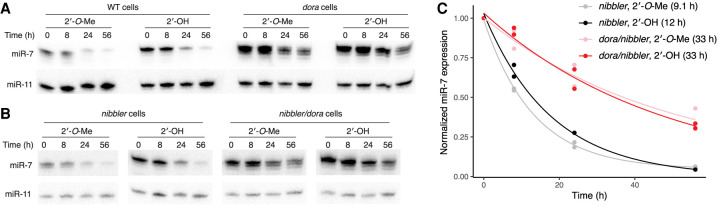
Methylation does not protect an Ago1-loaded miRNA from TDD. (*A*) Decay of methylated (2′-*O*-Me) or nonmethylated (2′-OH) miR-7 transfected into wild-type and *dora* cells. Decay was monitored on a northern blot probed both for miR-7 and endogenous miR-11, which served as a loading control. (*B*) As in *A*, but in the *nibbler* background. (*C*) Quantification of the results in *B* and those of one additional biological replicate, which used independent clonal cell lines (Supplemental Fig. S4E). The lines show the best least-squares fits of an exponential-decay model. Half-lives, indicated in parentheses, encapsulated the rates of both dilution and decay.

A caveat of these results, however, was that abundant trimmed isoforms of methylated miR-7 were observed, raising the possibility that this trimming, which removed the methylated nucleotide, might have influenced conclusions from this experiment. The exonuclease Nibbler is responsible for trimming the 3′ end of *Drosophila* miRNAs loaded into Ago1 (Han et al. 2011), which provided the means to address this concern by repeating the experiment in the *nibbler* background. Loss of Nibbler greatly reduced trimming of endogenous miR-7 and miR-34, yet did not impede TDD (Supplemental Fig. S4D), illustrating independence of the TDD and TDTT pathways. Furthermore, even in this *nibbler* background, methylated and unmethylated miR-7 had similar susceptibilities to TDD (Fig. 4B,C; Supplemental Fig. S4E). Thus, in *Drosophila* cells as in mammalian cells, methylation does not protect miRNAs from decay through the TDD pathway.

## DISCUSSION

Our analyses of siRNAs in both wild-type and *dora Drosophila* S2 cells demonstrated that this class of small RNAs undergoes little regulation by conventional TDD. This finding does not support the suggestion that siRNAs loaded into Ago1 instead of Ago2 might be “purified,” or removed from the cell, by TDD—a model put forth to help explain the high steady-state enrichment of siRNAs within Ago2 (Ameres et al. 2011). Although we do see TDD of some Ago1-loaded siRNAs, most siRNAs loaded in Ago1 escape such regulation (Fig. 2C; Supplemental Fig. S2D). Furthermore, even for the TDD-sensitive siRNAs, up-regulation upon loss of Dora was undetectable when examining total-sRNA samples (Fig. 2D), because, for each siRNA, the Ago1-loaded fraction was minimal when compared to the Ago2-loaded fraction, and thus any increase in the Ago1-loaded fraction (Fig. 2C) negligibly affected total siRNA levels. Thus, the known TDD pathway, which requires Dora, does not appear to be a major driving force in shaping the siRNA content of *Drosophila* S2 cells.

Although methylation of small RNAs is proposed to protect these RNAs from TDD (Ameres et al. 2010), we observed both that loss of methylation does not make Ago2-loaded species susceptible to the known TDD pathway and that gained methylation does not protect Ago1-loaded species from this pathway. These observations indicate that features of Ago proteins, rather than modifications of small RNAs, dictate the ability of Ago–RNA complexes to be regulated by TDD. This importance of the Ago protein concurs with the new model for TDD, in which Ago proteins must interact with and be ubiquitinated by the ZSWIM8/Dora CRL for TDD to occur (Han et al. 2020; Shi et al. 2020). Whereas Ago1 can engage with Dora in a TDD-competent manner, low sequence similarity between Ago2 and Ago1 supports the idea that Ago2 might lack the features necessary for Dora recognition and polyubiquitination. With respect to the sites of polyubiquitination, studies of human AGO2 implicate K493 and at least one other lysine within a cluster of 17 surface lysines as required for maximal ZSWIM8-mediated regulation (Han et al. 2020; Shi et al. 2020), of which K493 and 12 of the other candidates sites are conserved in *Drosophila* Ago1, whereas K493 and all but two of the other candidates sites are not conserved in *Drosophila* Ago2. By analogy, we speculate that if piRNAs are also protected from TDD, then this protection would also be conferred by the inability of PIWI proteins to interact with and be ubiquitinated by the ZSWIM8/Dora CRL.

Across many species, 2′-*O*-methylation occurs on guide RNAs that have extensive pairing to their targets, such as plant miRNAs (Yu et al. 2005), piRNAs (Ruby et al. 2006; Horwich et al. 2007; Kirino and Mourelatos 2007; Saito et al. 2007; Kurth and Mochizuki 2009; Kamminga et al. 2010, 2012; Billi et al. 2012; Montgomery et al. 2012), and some classes of endogenous siRNAs (Ruby et al. 2006; Horwich et al. 2007; Kawamura et al. 2008; Okamura et al. 2008b; Billi et al. 2012; Kamminga et al. 2012; Montgomery et al. 2012), but not on guide RNAs that lack extensive pairing to most of their targets, such as metazoan miRNAs (Bartel 2009). Loss of this methylation leads to increased tailing and trimming that, at least for plant miRNAs, Tetrahymena piRNAs, nematode 26G siRNAs, and some *Drosophila* siRNAs, is associated with small-RNA destabilization (Fig. 3A,D,E; Park et al. 2002; Li et al. 2005; Yu et al. 2005; Okamura et al. 2008b; Kurth and Mochizuki 2009; Ameres et al. 2010; Kamminga et al. 2010, 2012; Billi et al. 2012; Montgomery et al. 2012). The realization that the identity of the Ago protein rather than the methylation status of the small RNA dictates susceptibility to TDD reopens the mystery as to why the tendency to be methylated correlates with the degree of complementarity of typical sites for a given class of small RNA.

As a new solution to this mystery, we suggest that these classes of small regulatory RNAs with highly complementary sites reside in Ago/PIWI proteins that have intrinsically weaker interactions with the 3′ termini of their guide RNAs. This weaker intrinsic binding to guide-RNA 3′ termini is expected for these proteins because it would favor formation of extensive target pairing, as release of the 3′ terminus appears to be required to accommodate pairing to the central region of the guide RNA (Bartel 2018). In contrast, stronger intrinsic binding to guide-RNA 3′ termini is expected for proteins that associate with metazoan miRNAs, as release of the 3′ terminus is not required to accommodate target recognition typical of these small RNAs, i.e., seed pairing or seed pairing plus conventional 3′-supplementary pairing (Bartel 2018; Sheu-Gruttadauria et al. 2019). The weaker intrinsic binding proposed for Ago/PIWI proteins with guide RNAs that recognize highly complementarity sites would presumably leave the 3′ termini of their guide RNAs constitutively vulnerable to tailing and trimming even when they are not paired to a target, thereby explaining the benefit of terminal 2′-*O*-methylation. This Hen1-mediated methylation, found in plants and animals, presumably emerged early in eukaryotic evolution and thus would have been available for incorporation into the nascent metazoan miRNA pathway. Indeed, some methylation has been reported on most Nematostella miRNAs (Moran et al. 2014; Modepalli et al. 2018). Perhaps, however, as exemplified by the bilaterian lineage, as the miRNA-associated Ago proteins adapted to recognize less extensively paired sites, they acquired greater affinity to their guide-RNA 3′ termini, which reduced vulnerability to trimming and tailing thereby obviating a benefit for their methylation.

Several observations support aspects of our model. First, mutations within human Ago2 that reduce binding to miRNA 3′ termini promote tailing and trimming even in the absence of an extensively paired target (Sheu-Gruttadauria et al. 2019), which confirms the assumption that weaker binding to small-RNA 3′ termini imparts constitutive vulnerability to tailing and trimming. Second, the 3′ termini of piRNAs and metazoan siRNAs are 2′-*O*-methylated after these guide RNAs are loaded into Ago/PIWI (Horwich et al. 2007; Saito et al. 2007), implying that the methylation machinery has at least intermittent access to the guide-RNA 3′ termini, as would be expected if these proteins have relatively weak binding to the 3′ termini of their guide RNAs. Third, loss of Hen1 led to increased tailing and trimming of Ago2-associated siRNAs that were Dora-insensitive when associated with Ago1 (Fig. 3A, transposon_1), supporting the conjecture that Ago2-associated RNAs are vulnerable to tailing and trimming even in the absence of highly complementary sites able to trigger TDD.

The notion that small RNAs with 3′ termini not stably protected within Ago are susceptible to increased tailing and trimming might also help explain our observation that methylated miR-7, when loaded in Ago1, undergoes increased trimming relative to unmethylated miR-7 (Fig. 4A; Supplemental Fig. S4A,B). Perhaps the terminal methyl group is not well-accommodated by Ago1, which is typically loaded with unmethylated miRNAs, leading to increased exposure of the 3′ terminus of the methylated miR-7. Indeed, conformations of human AGO2 represented by the crystal structures would not accommodate a terminal methyl group, implying that terminal methyl modifications might similarly clash with the ground-state structure of *Drosophila* Ago1. Although methylation is thought to protect small RNAs from trimming in addition to tailing, the observation that trimming of methylated miR-7 is Nibbler sensitive suggests that, at least in the context of *Drosophila* Ago1, methylated species can still be trimmed.

In summary, the observation that some classes of small regulatory RNAs are methylated and some are not can be at least partly explained without invoking a TDD phenomenon: Because piRNAs, siRNAs, and plant miRNAs must efficiently pair to targets throughout their length, their corresponding Ago/PIWI proteins might have reduced affinity to guide-RNA 3′ termini, and this reduced affinity would render these guide RNAs more susceptible to tailing and trimming even when they are not paired to target—unless they are 2′-*O*-methylated.

## MATERIALS AND METHODS

### Cell culture, transfection, and gene editing

*Drosophila* S2 cells were grown at 26°C in Schneider's Drosophila Medium (Life Technologies) supplemented with 10% heat-inactivated FBS (Life Technologies). Cells were passaged 1:5 every 3–5 d. For transfections, cells were plated at a density of 2 million cells/mL, and then transfected with Effectene (Qiagen) according to the manufacturer's protocol. All cell counting was done using a Countess automated cell counter (Invitrogen). To generate knockout lines, cells were transfected with either one (for single-gene knockout) or two (for double knockout) cloned versions of pAc-sgRNA-Cas9 (Addgene #49330), constructed as per previously published protocols (Bassett et al. 2014) using oligonucleotides listed in Supplemental Table S5. Starting 3 d after transfection, cells were selected with 5 µg/mL puromycin (Life Technologies). After 1 wk of selection, single cells were sorted into wells to generate clonal lines. After culture for 2–3 wk, clonal lines were screened for lesions by PCR amplification of the targeted locus followed by TIDE analysis of the amplicon (Brinkman et al. 2014).

### RNA extraction

RNA was extracted with TRI Reagent (Life Technologies), according to the manufacturer's protocol. Briefly, samples were homogenized in TRI reagent, and RNA was phase-separated by the addition of chloroform (J.T. Baker Analytical) at a ratio of 250 µL per 1 mL TRI Reagent. RNA was then precipitated with isopropanol, with GlycoBlue (Life Technologies) added as a coprecipitant when necessary, and pellets were washed twice with 70% ethanol prior to resuspension in water.

### Transfection and analysis of synthetic miR-7

Synthetic miR-7 guide (both methylated and nonmethylated) and passenger strands (IDT, Supplemental Table S5) were purified on a 15% polyacrylamide urea gel, and resuspended in water at a final concentration of 10 µM. Equal volumes of guide and passenger strand were mixed with 2× Annealing Buffer (final concentration, 30 mM Tris, pH 7.5, 100 mM NaCl, 1 mM EDTA), and the mixture was heated to 90°C for 5 min before slow-cooling back to room temperature. Ten pmol of annealed duplex was transfected per well of a six-well plate, together with 1 µg of a GFP-expressing plasmid (a modified version of pAc-sgRNA-Cas9 designed not to express the sgRNA and to express HA-tagged GFP in place of Cas9) used as a carrier for the transfection. Cells were collected 24, 32, 48, and 80 h after transfection by resuspending the cells in their media, removing 1/4th of the resuspended cell mixture, and replacing the lost volume with fresh media. Collected cells were pelleted, and the cell pellets were snap frozen and stored at −80°C.

Ago1-associated small RNAs were isolated and analyzed by northern blotting, as described below. To calculate half-lives for the methylated and nonmethylated miRNAs, miR-7 levels were first normalized to those of miR-11. These values were then log-transformed and fit with a log-transformed single-exponential model of the form $y=\log(c_{2}e^{-c_{1}t}+c_{3})$, where *y* describes the miR-7:miR-11 ratio, *c*_*1*_ describes the half-life, *c*_*2*_ describes the initial miR-7:miR-11 ratio, and *c*_*3*_ describes the steady-state miR-7:miR-11 ratio (attributed to endogenous miR-7). Fitting was done in R, applying the optim function (method = “L-BFGS-B,” R v3.5.1) to minimize the sum of the squared residuals of the model to the data. The fit value for *c*_*2*_ was bounded to be between 0.001 and 10, and the fit values for *c_2_, and c*_3_ were bounded to be >10^−8^. To increase the chances that the true minimum was reached by the optim function, optimization was iterated 100 times for each data set using the parameter values reached by the previous round of optimization as the starting values for the next round. Half-lives were calculated as ln(2) divided by *c*_*2*_.

### sRNA-seq

Small-RNA libraries were generated as described in the step-by-step protocol available at http://bartellab.wi.mit.edu/protocols.html, with slight modifications. Briefly, between 5–10 µg of total RNA was mixed with size-selection markers (18 and 32 nt 5′-radiolabeled RNAs), and for the total-sRNA libraries quantitative sequencing standards were added (0.05 fmol per 1 µg total RNA). The samples were first size-selected, before undergoing subtractive hybridization to remove the 2S rRNA (Seitz et al. 2008). Degenerate adaptors (each containing four random-sequence nucleotides abutting the ligation junction) were then ligated to the 3′ and 5′ ends of the RNA in the presence of 10% Polyethylene Glycol (PEG 8000, NEB) and 0.5 µL of Superasin (Thermo Fisher Scientific) with T4 RNA Ligase 2, truncated K227Q (NEB) and T4 RNA Ligase 1 (NEB), respectively. Reverse transcription was carried out with SuperScript III (NEB), and the cDNA was PCR-amplified using Kapa HiFi HotStart Ready Mix (VWR). Libraries were sequenced on an Illumina HiSeq platform with 50-nt single-end reads. Oligonucleotides used for markers, subtractive hybridization, adaptors, and primers are listed (Supplemental Table S5).

### sRNA-seq analyses

Sequencing reads were processed by trimming the 5′ and 3′ ends using fastx_trimmer (FastX Toolkit; http://hannonlab.cshl.edu/fastx_toolkit/) and cutadapt (Martin 2011), respectively, and then filtering for greater than 99.9% accuracy for all bases using fastq_quality_filter (FastX Toolkit; http://hannonlab.cshl.edu/fastx_toolkit/) with the parameters “-q 30 –p 100”.

To call miRNA reads, the first 19 nt of filtered and trimmed reads were string-matched to a dictionary of miRNA sequences. The miRNA dictionary was curated by filtering miRbase_v21 miRNA annotations for all conserved or confidently annotated small RNA species (as annotated by TargetScanFly, release 7.2) as well as their passenger-strand partners. The few species that could not be called unambiguously using only the first 19 nt were collapsed into a single dictionary entry (the sequence of which was chosen randomly to be that of one of the collapsed species), which was listed under a merged name (for example, dme-miR-276a-5p and dme-miR-276b-5p became dme-miR-276ab-5p).

Differential expression of miRNAs was called using DESeq2 (R v3.5.1) (Love et al. 2014). For each plot, miRNAs were filtered to retain those with >5 RPM in Dora wild-type samples. MicroRNAs that varied dramatically in a single clone for a given genotype were removed. These outliers were identified as those for which the coefficient of variation of the standard-normalized (total-sRNA samples) or RPM-normalized (all other samples) for either genotype was more than 1.5 times the interquartile range below or above, respectively, the first or third quartile of the distribution of all of the coefficients of variation for all miRNAs in both genotypes. When examining Dora sensitivity, the significance threshold was the *P*-value below which there were only increases in abundance upon loss of Dora.

A dictionary of highly abundant individual siRNAs was curated by enumerating from the periodate-treated wild-type libraries the top 21 sequences that mapped to siRNA-generating loci. As with the miRNA analyses, reads corresponding to these individual siRNAs were identified by string-matching the first 19 nt of the filtered and trimmed reads to this dictionary. For cross-genotype comparisons of individual siRNAs from total-sRNA, Ago1-IP, and *hen1* samples, counts were normalized by the total number of reads assigned to a cohort of miRNAs that were Ago1-enriched (relative abundance in total-sRNA libraries versus sodium-periodate treated libraries <1; see below), abundant (average RPM > 1000 in total-sRNA libraries), and in aggregate underwent no change upon loss of Dora (Supplemental Table S1, norm1 column). For cross-genotype comparisons of individual siRNAs from periodate-treated and Ago2-IP samples, counts were normalized by the total number of reads assigned to a cohort of miRNAs that were similarly abundant and dora-insensitive but were instead Ago2-enriched (relative abundance in total-sRNA libraries versus sodium-periodate treated libraries >3; see below) (Supplemental Table S1, norm2 column).

For tailing and trimming analyses, suffixes to the 19 nt prefixes were enumerated for each small RNA. For each miRNA, the mature isoform was annotated as the species with the greatest number of reads in the wild-type, total-sRNA samples. For each siRNA, the mature isoform was annotated as the species with the greatest number of reads in the wild-type, periodate-treated samples. The tailed and trimmed species were then annotated with reference to this mature isoform; for these analyses, trimmed reads <19 nt were not considered, as counting required a string-match of the first 19 nt. For analyses comparing trimmed siRNA isoforms in Ago1-IP samples, only those siRNAs with an average of >40 reads in wild-type samples were used.

To count reads mapping to siRNA-producing loci, a list of unique, nonoverlapping regions in the genome that encompassed all previously published long hairpin loci, all transposons, and all regions of overlapping antisense-transcribed mRNAs (Chung et al. 2008; Czech et al. 2008; Ghildiyal et al. 2008; Kawamura et al. 2008; Okamura et al. 2008a,b; Watanabe et al. 2008) was manually curated (Supplemental Table S4). Any regions overlapping with an annotated miRNA transcript were removed from this list. Trimmed and filtered reads from small RNA libraries were then aligned to the genome (UCSC dm6.08 reference assembly) with STAR (V2.4, with the parameters “‐‐alignIntronMax 1 ‐‐outFilterMultimapNmax 50 ‐‐outFilterMismatchNoverLmax 0.04 ‐‐outFilterIntronMotifs RemoveNoncanonicalUnannotated ‐‐outSJfilterReads All”). Aligned reads mapping to siRNA-generating loci were then counted using cufflinks (v2.2.1, with the parameters “‐‐library-type fr-secondstrand ‐‐multi-read-correct ‐‐max-multiread-fraction 1.0 ‐‐no-length-correction ‐‐max-bundle-frags 1000000000”) (Trapnell et al. 2010) and the curated list of siRNA-producing loci. Differential expression analyses were carried out with CuffDiff (v2.2.1, with the parameters “‐‐library-type fr-secondstrand ‐‐no-length-correction ‐‐multi-read-correct ‐‐total-hits-norm ‐‐max-bundle-frags 1000000000”) (Trapnell et al. 2012). For all comparisons of reads mapping to siRNA-producing loci, except for the *hen1*/total-sRNA comparison, reads were normalized to the total number of reads mapping to the genome (specified by the “‐‐total-hits-norm” flag). Supporting the use of this simple normalization strategy, which normalized for only sequencing depth, the total number of normalized reads mapping to miRNAs was comparable for all data sets prepared in the same library batch—a result expected from properly normalized libraries from these samples, because the mutants were not expected to substantially influence the total levels of intracellular miRNAs. We found, however, that this simple normalization strategy was not sufficient for samples prepared in different library batches, and thus devised an alternative strategy to enable comparison of results from the *hen1* and total-sRNA samples, which were made in two separate batches. For this comparison, counts for each siRNA locus were enumerated with CuffDiff (output file genes.read_group_tracking), and these counts were then passed on to DESeq2 (parameters as described above for the miRNA analyses) with size factors manually set to normalize each sample to the total reads mapping to the cohort of abundant, Ago1-enriched, Dora-insensitive miRNAs (as defined above). For each plot, loci were filtered to retain those with one or more read in all samples, and a coefficient of variation of <1.0 for the three RPKM values from each clonal line for a genotype.

### Assessing Ago2 relative enrichments

Reads for individual miRNAs in wild-type cells for each total-sRNA and periodate-treated sample were normalized by dividing by the total number of reads mapping to miRNAs and multiplying this value by 1,000,000. The normalized reads for the three clonal lines for each genotype were then averaged, and the average for each miRNA in the sodium-periodate treated samples was divided by the average for that miRNA in the total-sRNA samples.

### RNA-seq

RNA-seq samples were prepared using the NEXTflex Rapid Directional mRNA-seq Kit (Bioo Scientific). Samples first were enriched for mRNAs using NEXTflex Poly(A) Beads (Bioo Scientific), and the enriched mRNAs were fragmented, synthesized into cDNA, ligated to adaptors, and PCR amplified according to the manufacturer's protocol. Samples were then sequenced on an Illumina HiSeq platform with 50-nt single-end reads. Reads were aligned to the genome, mapped to siRNA-generating loci, and analyzed as described above for the sRNA-seq reads that mapped to siRNA-generating loci but with the command “fr-firststrand” to account for the opposite strandedness of the libraries.

### Periodate treatment

RNA was oxidized in a solution of 25 mM borax (VWR), 25 mM boric acid (Sigma), and 25 mM of sodium (meta)periodate (Sigma Aldrich) for 30 min at room temperature. Oxidation was quenched with glycerol (to a final concentration of 17%), and the reaction was ethanol precipitated. Pellets were resuspended in a solution of 60 mM borax, 60 mM boric acid and the oxidized base was β-eliminated through the addition of NaOH to a final concentration of 50 mM NaOH and incubation at 45°C for 90 min. Samples were then ethanol precipitated.

### Immunoprecipitations

Ago1 was isolated using a FLAG-GST-tagged fragment of TNRC6B (Hauptmann et al. 2015). Pelleted cells were lysed in NET buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 5 mM EDTA, 0.5% NP-40, 10% glycerol, supplemented with protease inhibitors (complete, mini, EDTA-free protease inhibitor tablets, Sigma Aldrich); 100 µL buffer per ∼1.5 million cells) on ice at 4°C for 20 min. Lysate was then clarified by centrifugation at 15,000*g* for 20 min. Anti-FLAG M2 Magnetic beads (Sigma Aldrich, 25 µL per 100 µL of lysate) were washed once with PBST (1xPBS supplemented with 0.02% Tween-20), and resuspended in 500 µL of PBST per each 25 µL beads. The TNRC6B fragment was then coupled to the washed beads by adding 12.5 µg of fragment per 25 µL of beads and rotating for 2 h at 4°C. Following coupling, beads were washed three times with PBS, and then the clarified lysate was added and the slurry was rotated at 4°C for 3 h. The beads were then washed four times with NET buffer and once with PBS before the RNA was eluted with TRIzol.

For immunoprecipitation of FLAG-tagged Ago2, cells were lysed in TBS-N (10 mM Tris, pH 7.5, 150 mM NaCl, 0.5% NP-40, supplemented with protease inhibitors (complete, mini, EDTA-free protease inhibitor tablets, Sigma Aldrich); 500 µL buffer per ∼10 million cells) on ice at 4°C for 20 min. Lysate was then clarified by centrifugation at 15,000*g* for 20 min and added to Anti-FLAG M2 Magnetic beads (25 µL per 500 µL of lysate) that had been washed twice with PBST. After rotation at 4°C for 3 h, the beads were washed three times with 200 µL of PBST, and RNA was eluted with TRIzol.

For protein analyses accompanying all immunoprecipitations, aliquots of beads were eluted in 2× NuPAGE LDS sample buffer (Life Technologies) with 0.1 M DTT. Aliquots of the input and flow-through fractions were also prepared in 1× NuPAGE LDS sample buffer supplemented with 0.1 M DTT.

### Protein expression and purification

The FLAG-GST-tagged fragment of TNRC6B was expressed and purified as described previously with slight modifications (Hauptmann et al. 2015). An expression construct for FLAG-GST-TNRC6B(599-683) (a gift from Gunter Meister) was transformed into BL21 cells [Rosetta 2(DE3) cells, Fisher Scientific]. A single transformant was used to seed an overnight culture in LB supplemented with 100 µg/mL Ampicillin (Gold BioTechnology) and 50 µg/mL Chloramphenicol (Gold BioTechnology), and 15 mL of the overnight culture was then used to seed each 1.5 L of LB supplemented with 100 µg/mL Ampicillin and 50 µg/mL Chloramphenicol. Once cultures reached an OD_600_ of ∼0.6, IPTG (Fisher Scientific) was added to a final concentration of 0.4 mM. After incubating overnight at 18°C with shaking, cultures were pelleted by spinning at 5000*g* for 20 min.

Pellets were resuspended in PBS (50 mL per 3 L of overnight culture) and lysed via sonication (50% power, five rounds of six cycles of 20 sec on, 20 sec off). Lysate was clarified by centrifuging 30 min at 25,000*g*, and then added to glutathione beads (Fisher Scientific) that had been washed once with PBS (1.5 mL per 3 L of overnight culture), and the slurry was rotated for 2 h at 4°C. The beads were then pelleted by spinning at 700*g* for 2 min, most of the supernatant was removed, and this reduced-volume slurry was then poured into a column, washed with 20 column volumes of PBS, and eluted with four column volumes of elution buffer (10 mM reduced glutathione, 20 mM Tris, 1 mM DTT in PBS). The eluate was further purified by anion-exchange chromatography on a Resource Q column (GE Healthcare) preequilibrated in buffer A (20 mM Tris pH 8.0, 25 mM NaCl, 1 mM DTT, and 5% glycerol). FLAG-GST-TNRC6B was eluted off the column with a linear gradient of buffer B (20 mM Tris pH 8.0, 1 M NaCl, 1 mM DTT, and 5% glycerol). Fractions with the greatest A_280_ signal were pooled and concentrated with buffer exchange back into buffer A using centrifugal filtration (Amicon Ultra 10 KDa cutoff, Fisher Scientific). Concentration of the protein was estimated by A_280_ (Nanodrop 2000, Thermo Scientific), and aliquots were flash frozen and stored at −80°C.

### Northern blots

Total RNA (5–10 µg per lane) was resolved on a 20% polyacrylamide urea gel and transferred to a Hybond-NX membrane (GE Healthcare) with a semi-dry transfer apparatus (Bio-Rad). Transferred RNA was crosslinked to the membrane by incubation with EDC [*N*-(3-dimethylaminopropyl)-*N*′-ethylcarbodiimide; Thermo Scientific] diluted in 1-methylimidazole for 1–2 h at 65°C, and then the membrane was blocked with Ultrahyb-Oligo (Life Technologies) for >10 min. Blots were probed overnight with either DNA or LNA radiolabeled oligonucleotide probes (Supplemental Table S5) suspended in Ultrahyb-Oligo, and results were visualized on a phosphorimager (Typhoon FLA 7000) and quantified using ImageQuant TL (v8.1.0.0). A step-by-step protocol can be found at http://bartellab.wi.mit.edu/protocols.html.

### Western blots

Proteins were resolved on a polyacrylamide gel (NuPAGE Bis-Tris 4%–12% gel, Life Technologies) using a Bolt Mini Gel Tank (Thermo Fisher Scientific) and MOPS running buffer (Life Technologies) as per the manufacturer's protocol. Proteins were then transferred to a PVDF membrane (Life Technologies) in transfer buffer (Life Technologies) using the Bolt Mini Gel Tank, according to the manufacturer's protocol. Membranes were blocked by incubation with 5% milk in PBST for 1 h at 4°C, and then incubated overnight at 4°C with primary antibody diluted in 5% milk in PBST. The following day, blots were washed with PBST for 5 min four times, incubated for 1 h shaking at room temperature with secondary antibody diluted in PBST, and then washed again with PBST for 5 min four times. Blots were visualized using the ECL Prime Western Blotting Detection Reagent (Thermo Fisher Scientific) according to the manufacturer's protocol, and imaged using a Bio-Rad ChemiDoc MP.

For primary antibodies, dilutions were 1:1000 for anti-Ago1 (Abcam, ab5070) and 1:2000 for anti-FLAG (Sigma Aldrich, #F1804). For secondary antibodies, dilutions were 1:10,000 for both HRP-conjugated anti-mouse and anti-rat IgG (Sigma Aldrich).

## DATA DEPOSITION

All sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE163938.

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

## Supplementary Material

Supplemental Material

# Supplementary material for: Ago2 protects Drosophila siRNAs and microRNAs from target-directed degradation, even in the absence of 2′-O-methylation
**Source:** RNA. 2021 Jun;27(6):710–24. doi: 10.1261/rna.078746.121
**Supplement:** Supplemental Material

Ago2 protects Drosophila siRNAs and microRNAs from target-directed degradation, even in the absence of 2′-O-methylation — Ago2 protects Drosophila siRNAs and microRNAs from target-directed degradation, even in the absence of 2′-O-methylation — Supplemental Material 

# Ago2 protects *Drosophila* siRNAs and microRNAs from target-directed degradation, even in the absence of 2′-*O*-methylation

## Supplemental Material

- Supplemental\_Figure\_Legends.docx
- Supplemental\_Figures.docx
- Supplemental\_Table\_S1.xlsx
- Supplemental\_Table\_S2.xlsx
- Supplemental\_Table\_S3.xlsx
- Supplemental\_Table\_S4.zip
- Supplemental\_Table\_S5.xlsx

# Supplementary material for: Ago2 protects Drosophila siRNAs and microRNAs from target-directed degradation, even in the absence of 2′-O-methylation
**Source:** RNA. 2021 Jun;27(6):710–24. doi: 10.1261/rna.078746.121
**Supplement:** Supplemental Material

**Supplemental Figure S1**. Analyses of periodate-treated and untreated small RNAs.

(*A*) Changes in miRNA levels observed upon loss of Dora in total-sRNA samples, as measured using sRNA-seq (replotted from Shi et al. 2020). Each point represents the mean from three biological replicates, as determined by DESeq. For both genotypes, each replicate used a different clonal line. Results for miRNAs significantly upregulated upon loss of Dora (adjusted *p* < 10^–8^) and the passenger strands of these Dora-sensitive miRNAs are shown in red and blue, respectively. (*B*) Enrichment in siRNAs observed in sRNA-seq libraries following periodate treatment. For each siRNA locus passing both the expression cutoff (RPKM greater than 5 in all samples) and reproducibility requirement (coefficient of variation of RPKM values for all three biological replicates within each genotype less than 1.0), mean read abundance (in RPKM) from the treated samples is plotted as a function of the mean abundance from the untreated samples. (*C*) Validation of periodate treatment, as indicated by correspondence between measured Ago2-enrichement values and values reported previously (Reichholf et al. 2019). For each miRNA, Ago2 enrichment was inferred by dividing the average fraction of miRNA reads corresponding to that miRNA in the periodate-treated libraries by the average fraction of miRNA reads corresponding to that miRNA in the untreated libraries. Spearman *R* for the comparison is shown.

**Supplemental Fig. S2**. Ago1 purification and analysis of Ago1-associated siRNAs.

(*A*) Purification of Ago1 using a FLAG-tagged fragment of TNRC6B (Hauptmann et al. 2015). Proteins from the input, flow-through (FT), and elution were analyzed on a western blot, probing for the indicated epitopes. In this co-IP, endogenous Ago1 was purified from cells that had been transfected with a plasmid expressing HA-Ago2, which enabled assessment of the purification of Ago1 away from contaminating Ago2. Percentages of each sample loaded onto each lane are specified in parentheses. (*B*) Depletion of Ago2-enriched miRNAs in Ago1 samples, as determined by sRNA-seq. Shown is the relationship between mean abundance in the Ago1 samples and mean abundance in the total-sRNA samples (three biological replicates for each genotype, each performed with a different clonal line). Points are colored by their Ago2-enrichment, as inferred by resistance to periodate oxidation (Supplemental Fig. S1C). (*C*) Sites predicted for select siRNAs (Czech 2008). For each site, the target is shown on top (oriented 5′ to 3′), and the siRNA is shown below (oriented 3′ to 5′). Watson–Crick base pairs are indicated with vertical bars, and G–U wobbles are indicated with slashes. (*D*) Changes in abundance of siRNAs mapping to annotated siRNA-generating loci observed upon loss of Dora in Ago1 samples. Otherwise, this panel is as in Fig. 1B.

**Supplemental Fig. S3**. Effects of *hen1* knockout on small-RNA levels and terminal methylation.

(*A*) Confirmation of reduced terminal methylation upon knockout of *hen1*. Samples from one WT, three *hen1*, and three *hen1/dora* clonal lines were either left untreated (–) or treated with sodium periodate and β-elimination (+), which removes the terminal nucleoside, unless its *cis* diol is blocked by either 2′-O-methylation or some other modification. Samples were resolved on a northern blot, which was probed for an siRNA (CG4068_1), an Ago2-enriched miRNA (miR-277), and an Ago1-enriched miRNA (miR-11). (*B*) Purification of FLAG-Ago2 from a *hen1* clone and a *hen1/dora* clone that had each been transfected with a plasmid expressing FLAG-Ago2. Proteins from the input, flow-through (FT), and elution of the IP were analyzed on a western blot, probing for the indicated epitopes. (*C*) Relationship between miRNA abundance in Ago2-associated samples from *hen1* cells with miRNA abundance in either periodate-treated samples or total-sRNA samples from WT cells. Plotted are mean values for the three biological replicates, each of which used a different clonal line. Pearson *R*^2^ for each correlation is shown. (*D*) Changes in abundance of Ago2-associated siRNAs mapping to annotated siRNA-generating loci observed upon loss of Dora in *hen1* cells. Otherwise, this panel is as in Fig. 1B. (*E*) Northern blot quantifying the abundance of two siRNAs (CG4068_1 and CR18854_1, previously known as esi-2.1 and esi-1.2, respectively) and a miRNA (miR-277) upon loss of Hen1. Each sample was from total sRNA collected from an independently derived clonal line. Each band intensity was normalized to that of the corresponding loading control (miR-11) and then to the average band intensity for all wild-type (WT) samples, yielding normalized relative intensities, shown for CG4068_1, CR18854_1, and miR-277.

**Supplemental Fig. S4**. Methylation does not protect an Ago1-loaded miRNA from TDD.

(*A,B*) Two additional replicates of Fig. 4A. (*C*) Quantification of the results in Fig. 4A and *S4A,B*. Otherwise, this panel is as in Fig. 4C. (*D*) TDD of endogenous miR-7 despite loss of Nibbler. Relative miRNA levels in each cell line were monitored on a northern blot, probed for miR-7, as well as miR-34, a known substrate of nibbler, and miR-11, which served as a loading control. The levels of both miR-34 and miR-7 relative to their average levels in wild-type cells are shown beneath their respective bands. The increased level of miR-34 observed upon loss of Dora suggested that this miRNA might also be a TDMD substrate. Supporting this suggestion, our sRNA-seq analyses indicated that miR-34 increased 1.7-fold (*p* = 0.00093) upon loss of Dora, despite failing to pass our more stringent threshold for confident identification of Dora-sensitive miRNAs (Fig. S1A). (*E*) The replicate of Fig. 4B.

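In the total-sRNA libraries, miR-34-5p rose from 26860 ± 1282 to 40252 ± 5446 RPM (SD, n = 3), on 42461 to 534105 reads per library. Its log2 fold change was 0.75 (standard error 0.18, adjusted p = 0.0166 from edgeR). With each library left out in turn the log2 fold change stayed between 0.57 and 0.87. The adjusted p ranged from 0.00109 to 0.0794 over the alternatives, and was above 0.05 without WT replicate 1 or without WT replicate 3.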

# Supplementary material for: Ago2 protects Drosophila siRNAs and microRNAs from target-directed degradation, even in the absence of 2′-O-methylation
**Source:** RNA. 2021 Jun;27(6):710–24. doi: 10.1261/rna.078746.121
**Supplement:** Supplemental Material

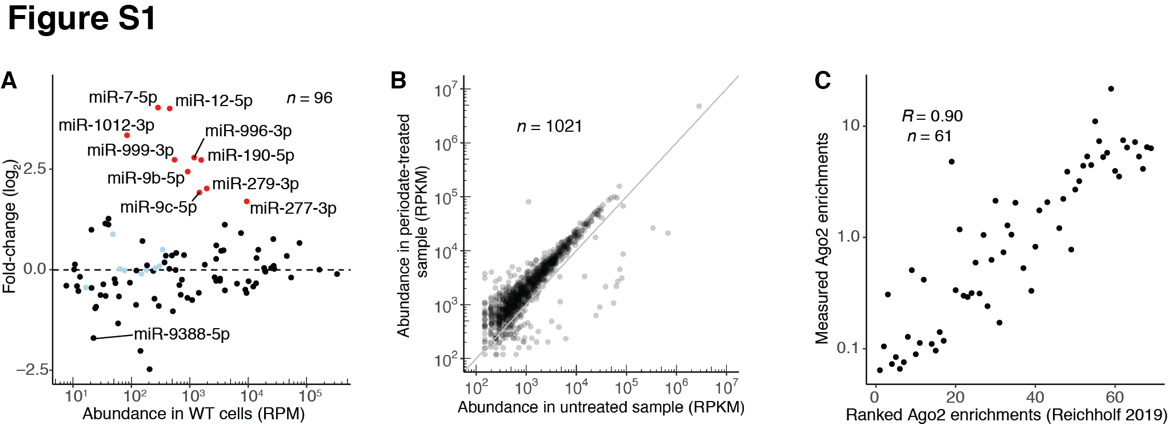

**Supplemental Figure S1**. Analyses of periodate-treated and untreated small RNAs.

(*A*) Changes in miRNA levels observed upon loss of Dora in total-sRNA samples, as measured using sRNA-seq (replotted from Shi et al. 2020). Each point represents the mean from three biological replicates, as determined by DESeq. For both genotypes, each replicate used a different clonal line. Results for miRNAs significantly upregulated upon loss of Dora (adjusted *p* < 10^–8^) and the passenger strands of these Dora-sensitive miRNAs are shown in red and blue, respectively. (*B*) Enrichment in siRNAs observed in sRNA-seq libraries following periodate treatment. For each siRNA locus passing both the expression cutoff (RPKM greater than 5 in all samples) and reproducibility requirement (coefficient of variation of RPKM values for all three biological replicates within each genotype less than 1.0), mean read abundance (in RPKM) from the treated samples is plotted as a function of the mean abundance from the untreated samples. (*C*) Validation of periodate treatment, as indicated by correspondence between measured Ago2-enrichement values and values reported previously (Reichholf et al. 2019). For each miRNA, Ago2 enrichment was inferred by dividing the average fraction of miRNA reads corresponding to that miRNA in the periodate-treated libraries by the average fraction of miRNA reads corresponding to that miRNA in the untreated libraries. Spearman *R* for the comparison is shown.

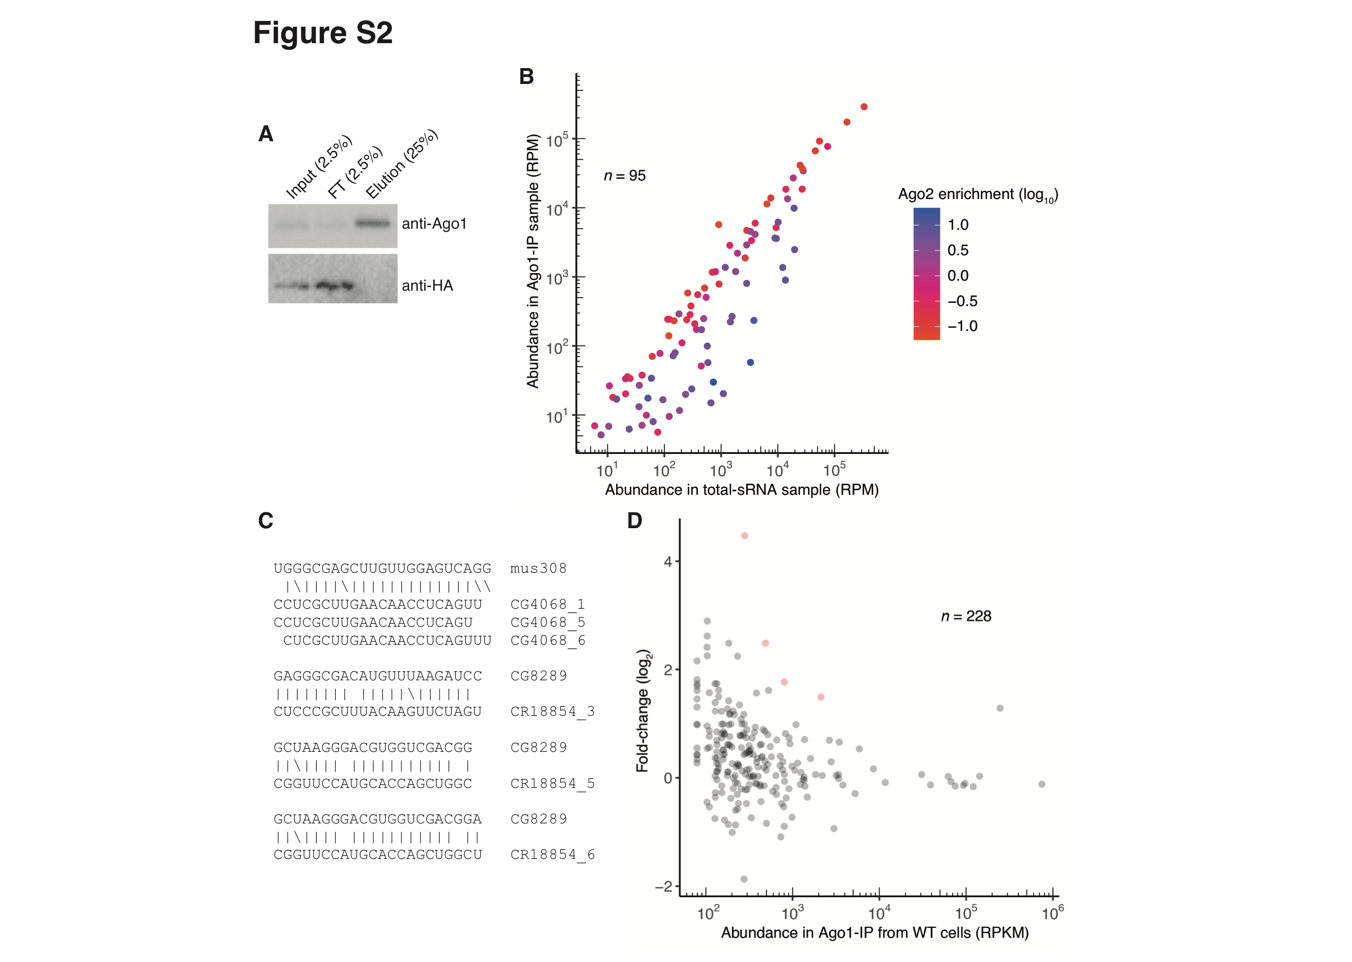

**Supplemental Fig. S2**. Ago1 purification and analysis of Ago1-associated siRNAs.

(*A*) Purification of Ago1 using a FLAG-tagged fragment of TNRC6B (Hauptmann et al. 2015). Proteins from the input, flow-through (FT), and elution were analyzed on a western blot, probing for the indicated epitopes. In this co-IP, endogenous Ago1 was purified from cells that had been transfected with a plasmid expressing HA-Ago2, which enabled assessment of the purification of Ago1 away from contaminating Ago2. Percentages of each sample loaded onto each lane are specified in parentheses. (*B*) Depletion of Ago2-enriched miRNAs in Ago1 samples, as determined by sRNA-seq. Shown is the relationship between mean abundance in the Ago1 samples and mean abundance in the total-sRNA samples (three biological replicates for each genotype, each performed with a different clonal line). Points are colored by their Ago2-enrichment, as inferred by resistance to periodate oxidation (Supplemental Fig. S1C). (*C*) Sites predicted for select siRNAs (Czech 2008). For each site, the target is shown on top (oriented 5′ to 3′), and the siRNA is shown below (oriented 3′ to 5′). Watson–Crick base pairs are indicated with vertical bars, and G–U wobbles are indicated with slashes. (*D*) Changes in abundance of siRNAs mapping to annotated siRNA-generating loci observed upon loss of Dora in Ago1 samples. Otherwise, this panel is as in Fig. 1B.

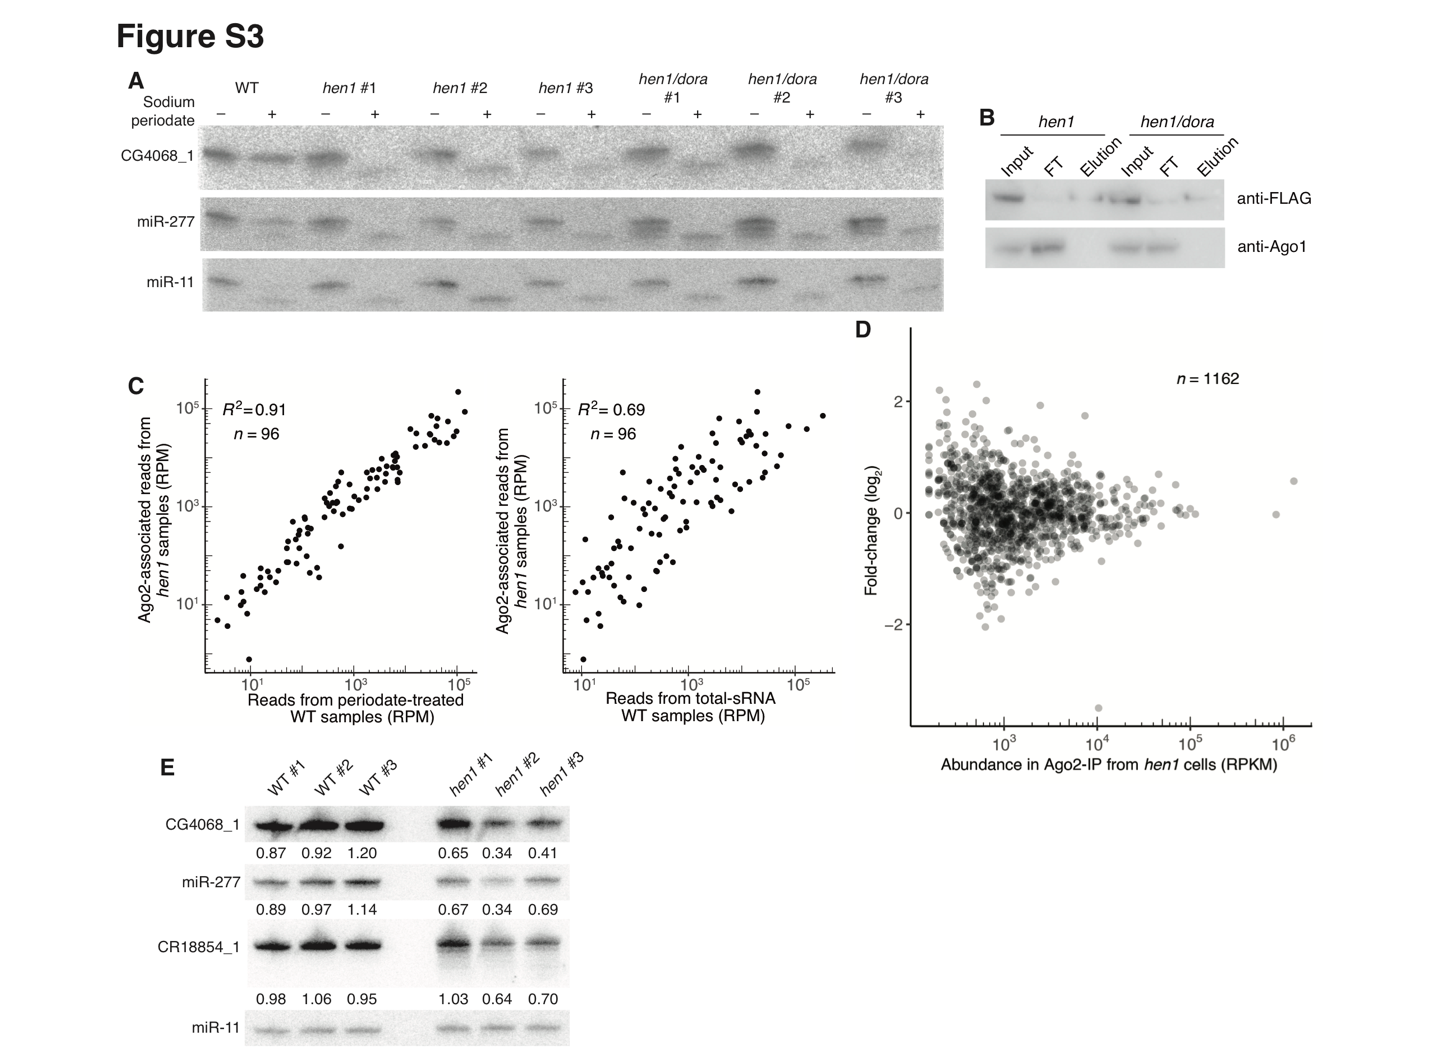

**Supplemental Fig. S3**. Effects of *hen1* knockout on small-RNA levels and terminal methylation.

(*A*) Confirmation of reduced terminal methylation upon knockout of *hen1*. Samples from one WT, three *hen1*, and three *hen1/dora* clonal lines were either left untreated (–) or treated with sodium periodate and β-elimination (+), which removes the terminal nucleoside, unless its *cis* diol is blocked by either 2′-O-methylation or some other modification. Samples were resolved on a northern blot, which was probed for an siRNA (CG4068_1), an Ago2-enriched miRNA (miR-277), and an Ago1-enriched miRNA (miR-11). (*B*) Purification of FLAG-Ago2 from a *hen1* clone and a *hen1/dora* clone that had each been transfected with a plasmid expressing FLAG-Ago2. Proteins from the input, flow-through (FT), and elution of the IP were analyzed on a western blot, probing for the indicated epitopes. (*C*) Relationship between miRNA abundance in Ago2-associated samples from *hen1* cells with miRNA abundance in either periodate-treated samples or total-sRNA samples from WT cells. Plotted are mean values for the three biological replicates, each of which used a different clonal line. Pearson *R*^2^ for each correlation is shown. (*D*) Changes in abundance of Ago2-associated siRNAs mapping to annotated siRNA-generating loci observed upon loss of Dora in *hen1* cells. Otherwise, this panel is as in Fig. 1B. (*E*) Northern blot quantifying the abundance of two siRNAs (CG4068_1 and CR18854_1, previously known as esi-2.1 and esi-1.2, respectively) and a miRNA (miR-277) upon loss of Hen1. Each sample was from total sRNA collected from an independently derived clonal line. Each band intensity was normalized to that of the corresponding loading control (miR-11) and then to the average band intensity for all wild-type (WT) samples, yielding normalized relative intensities, shown for CG4068_1, CR18854_1, and miR-277.

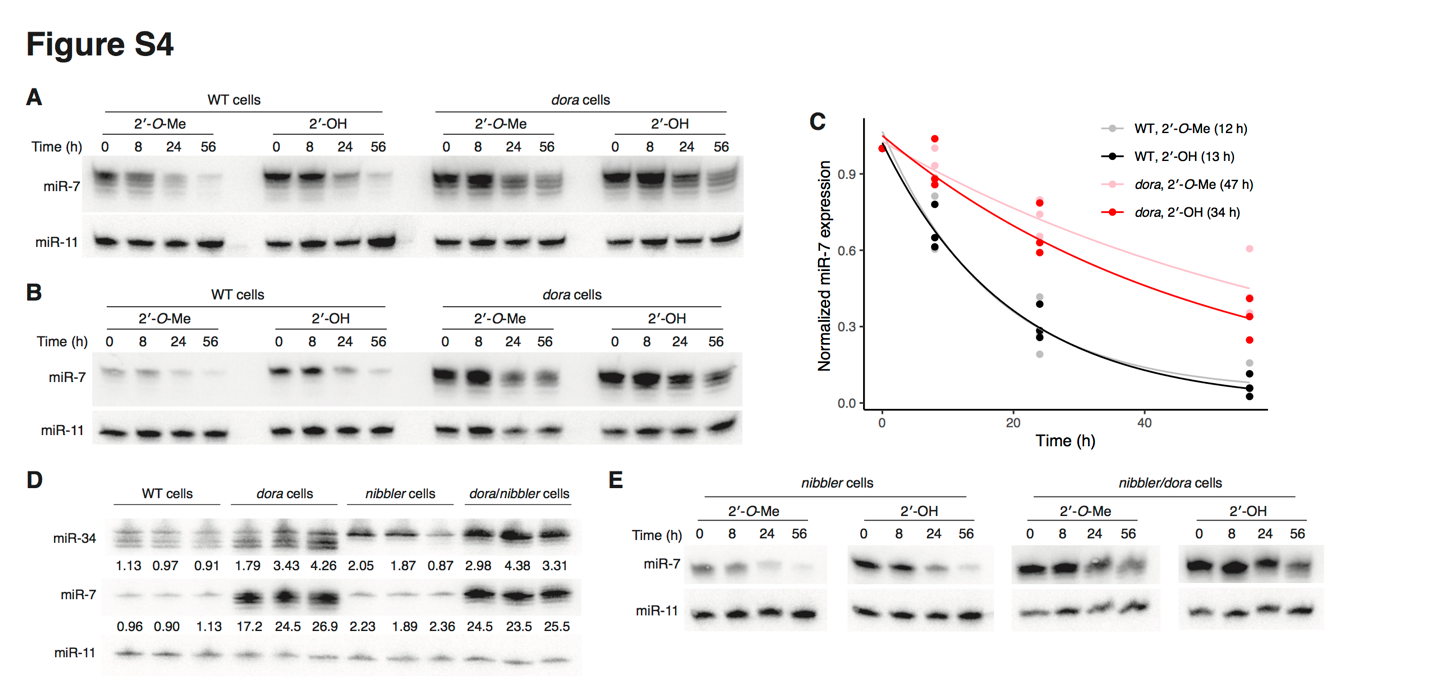

**Supplemental Fig. S4**. Methylation does not protect an Ago1-loaded miRNA from TDD.

(*A,B*) Two additional replicates of Fig. 4A. (*C*) Quantification of the results in Fig. 4A and *S4A,B*. Otherwise, this panel is as in Fig. 4C. (*D*) TDD of endogenous miR-7 despite loss of Nibbler. Relative miRNA levels in each cell line were monitored on a northern blot, probed for miR-7, as well as miR-34, a known substrate of nibbler, and miR-11, which served as a loading control. The levels of both miR-34 and miR-7 relative to their average levels in wild-type cells are shown beneath their respective bands. The increased level of miR-34 observed upon loss of Dora suggested that this miRNA might also be a TDMD substrate. Supporting this suggestion, our sRNA-seq analyses indicated that miR-34 increased 1.7-fold (*p* = 0.00093) upon loss of Dora, despite failing to pass our more stringent threshold for confident identification of Dora-sensitive miRNAs (Fig. S1A). (*E*) The replicate of Fig. 4B.

How the deposited data were processed for this re-analysis (not part of the article)

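Small RNAs of Drosophila S2 clonal lines were sequenced as total small RNA, after periodate treatment, after immunoprecipitation of Ago1 and after immunoprecipitation of tagged Ago2, and polyadenylated RNA was sequenced by RNA-seq. The 36 libraries form 12 groups of 3 clonal lines each, and 11 deposited tables were used. Every value column was assigned to a genotype and library type from its label, and 0 columns were left unassigned. Lines with the same number in 2 genotypes were not treated as pairs.

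The authors trimmed and filtered the reads and matched miRNA sequences to them, which gave the deposited counts of reads per miRNA (314 entries, of which 310 are fly miRNAs and 4 are size markers or spike-ins). They aligned reads to the dm6 genome with STAR and summed them over 13063 loci with CuffDiff, without length correction and with weights for reads that align to several places. The table for loss of Hen1 was deposited as counts per locus. The Ago1-IP, Ago2-IP and total-sRNA locus tables were deposited by the authors as a signal, reads per locus scaled to genome-mapped reads, from which whole reads were recovered by dividing by the smallest step of each library. The periodate-treated locus table has the same form, FPKM without length correction in which every value is a whole multiple of one step per library. No count test was run on these multiples. The check with edgeR on recovered reads, made for the Ago1-IP, Ago2-IP and total-sRNA loci, is thus missing for the treated loci. The RNA-seq locus table holds FPKM as the authors' CuffDiff run gave them. The depth of the RNA-seq libraries could not be read from FPKM. Individual siRNAs were taken from Table S2, where the authors normalized reads to a cohort of 15 miRNAs (total-sRNA, Ago1-IP and hen1 libraries) or 11 miRNAs (treated and Ago2-IP libraries).

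Calculations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. miRNAs were tested when their mean was above 5 RPM in the control genotype and their coefficient of variation was not beyond 1.5 interquartile ranges of the others. These filters were modelled on those of the authors, but the coefficient was taken on RPM for total-sRNA libraries too, where the authors used standard-normalized values. Counts were tested with edgeR's quasi-likelihood test after TMM normalization. The analysis was planned for counts at every locus. Because 5 locus tables held scaled values, these were tested with limma on log2 of the value plus a pseudocount of 1, or 0.01 for RNA-seq, among loci above 0 in every library with a coefficient of variation under 1 in each genotype. The count table for loss of Hen1 was tested with edgeR and the reads of the miRNA cohort as the library size. Individual siRNAs were tested in the same way on whole reads recovered from Table S2, except in the total-sRNA comparison of WT and dora lines, where the reads did not come out whole under the same clone numbers and limma was used on the normalized reads. Adjusted p-values follow Benjamini and Hochberg, with a threshold of 0.05. Differences between library types or backgrounds were tested with an interaction term, taking the libraries as independent. WT lines of the same number correlated across library types, so that this independence does not strictly hold. Single values were compared with two-sided exact permutation tests, whose smallest p is 0.1 for 3 lines against 3, and correlations with up to 100000 permutations.

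The Dora-sensitive set is the 10 miRNAs with an adjusted p-value under 1e-08 in Table S1, the rule of the legend of Supplemental Fig. S1A. The legend of Fig. 1C gives 2e-07 instead, under which there are 11, with miR-1002-5p added. The first was kept because it gives the number in the text, and the second was added as an alternative after the data were seen. The named genes were chosen by a rule set before the data were examined: the Dora-sensitive miRNAs, every other miRNA, siRNA or locus that the study names for a comparison, every locus called in Table S3 for a comparison of Dora, and at most 3 features of each direction per comparison with the smallest adjusted p among those past the threshold whose groups do not overlap.

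The miRNA reads per library ranged from 265759, in a treated dora line, to 11522776, in a total-sRNA dora line, and the recovered locus reads from 21001, in an Ago1-IP WT line, to 244056, in a total-sRNA dora line. The steps were tested on simulated data in which 4-fold changes were put into a part of the features, in 10 rounds. Of the changed miRNAs, 89.0% (treated) to 100% (Ago1-IP and hen1 total-sRNA) were recovered. Of the changed loci that passed the filters on the simulated data, 75.5% (treated) to 88.6% (Ago2-IP) were recovered. Changed loci that these filters removed were not counted as missed. False calls made up 2.91% to 5.21% of the calls for miRNAs and 3.19% to 4.99% for loci. For the 21 individual siRNAs they made up 11.8% of the calls in Ago1-IP, 5.66% in treated and 3.85% in Ago2-IP libraries. Simulated features without a change had an unadjusted p-value under 0.05 in 2.86% to 6.28% of cases.

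The alternatives set before the data were examined were DESeq2 with its size factors, a library size of all miRNA reads or of all locus reads, TMM over the loci for the loss of Hen1, at least 10 counts in every library, no filter on the coefficient of variation, no filters, a replicate block, and leaving out each library in turn. Those added later were a pseudocount of 100 (0.1 for RNA-seq) with and without the filter, edgeR on recovered reads, TMM within each library type, the larger set, the miRNA cohort without miR-34, and matching dora columns through Table S2. Targeted genes at the mRNA level, locus values of hen1/dora total-sRNA lines, the blots and the published enrichment values were not analysed here.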

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

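The tests of explanations below were chosen after the result was seen, among them TMM within each library type, while the fits with DESeq2, with a library size of all miRNA reads and without one library were set before the data were examined.

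The increase upon loss of Dora was smaller in periodate-treated than in total-sRNA libraries for 9 miRNAs, all Dora-sensitive, by an interaction test. A shift from the normalization is argued against by its range: 9 or 10 miRNAs had a smaller change under each scaling, while the median difference of all miRNAs went from 0.42 to -0.14. Of 100 random splits of the libraries, 8 gave as many smaller changes. All 8 were among the 10 that kept the real grouping of the total-sRNA libraries, and 2 of them, one being the real split, also kept that of the treated libraries. The test thus rests on the total-sRNA libraries, on which the study chose the set. A tendency of a list chosen on one set of libraries to change less in another is argued against as the whole cause: the list had a median log2 fold change of 3.42 in Ago1-IP and 2.47 in hen1 total-sRNA libraries, against 0.11 in treated libraries. A smaller response of the Ago2-bound molecules, the difference the treatment is meant to show, stays open.

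The change upon loss of Dora was larger in Ago1-IP than in total-sRNA libraries for 16 miRNAs. A shift between the library types from the normalization was tested by normalizing each type by itself. It left 7 of the 16 called, miR-12-5p, miR-190-5p, miR-275-5p, miR-277-3p, miR-308-3p, miR-9388-5p and miR-9c-5p, which argues against a shift as the whole cause for these. The other 9 were no longer called, so that a shift may account for them. Fits without one library gave from 3 larger changes (without dora replicate 1 or 2 of the Ago1-IP libraries, or WT replicate 3 or dora replicate 1 of the total-sRNA libraries) to 18 (without dora replicate 3 of the total-sRNA libraries). The number of smaller changes was 14 without WT replicate 1 and 7 without dora replicate 2 of the Ago1-IP libraries, and 9 without dora replicate 1 and 16 without dora replicate 2 of the total-sRNA libraries. Among 100 random splits, 2 gave as many larger changes, and both kept the real grouping of both library types, one being the real split and the other exchanging WT and dora in the total-sRNA libraries. Removal of Ago2-bound molecules by the immunoprecipitation, the difference between the library types, stays open as a biological reading for the 7.

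miR-9388-5p rose in Ago1-IP and fell in total-sRNA libraries, with a difference of the log2 fold changes of 3.85, and was singled out by the study as well. Scaling between the library types is argued against by a difference of at least 3.39 under the 3 scalings, and a single library by one of at least 2.98 in the 12 fits that each left out one library. A fall of the Ago2-bound molecules of this miRNA is a candidate explanation for the fall in total-sRNA libraries, since its log2 fold change in treated libraries was -1.17 (adjusted p = 0.0663 from edgeR, range over the alternatives 0.00938 to 0.221, under 0.05 with DESeq2 and without WT replicate 2). Why that part would fall was not tested.

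The change upon loss of Dora differed between hen1 and wild-type backgrounds for 3 miRNAs in total-sRNA libraries. They were miR-252-5p, with a difference of 2.49, miR-9388-5p, with 1.69, and miR-279-3p, with -1.03, each at an adjusted p of 0.0437. Their adjusted p over the alternatives ranged from 0.00499 to 0.162, from 0.00696 to 0.177 and from 0.000662 to 0.176. Clone-to-clone spread cannot be told apart from an effect of the background here: 9 of the 12 fits without one library left 0 calls, and 5 of 100 random splits gave as many, of which 2 kept the real grouping of both backgrounds. The libraries of the 2 backgrounds also come from different studies, so that a batch difference stays open beside the loss of Hen1.

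In total-sRNA libraries of hen1 cells, for which the paper does not report miRNA changes upon loss of Dora, 16 miRNAs increased and 1 decreased. Without hen1 replicate 2, 22 increased. The 9 Dora-sensitive miRNAs tested were among the 16 under each of the scalings, which argues against scaling as the cause, and all 9 passed the threshold when adjusted over the list alone. The study chose this list on other libraries, those of the wild-type background. Of the other 7, whose changes ranged from 0.42 to 0.98, 6 were called under each of the scalings, while the number that decreased went from 1 to 7 with DESeq2, which argues against scaling as the whole cause for these 6. miR-305-5p was not called with DESeq2 (adjusted p = 0.0552), so that scaling may account for it. Of the 7, 4 also increased in the wild-type background. Of 10 splits of the libraries, 1 gave as many increases, the real one, which is the fewest that 3 lines against 3 can give.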

How the results depend on the processing

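The tests with a pseudocount of 100 or 0.1, edgeR on recovered reads, TMM within each library type, the larger Dora-sensitive set, the miRNA cohort without miR-34 and dora columns matched through Table S2 were chosen after the results were seen; the other alternatives were set before the data were examined.

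Over 1145 recalculated values, 931 kept their direction and their side of the threshold or stayed within 1.5 times the count, 116 were weaker, 15 stronger, 82 moved and 1 reversed. Of 66 single features, 39 kept their direction and side under every alternative run for them. The reversed value was the log2 fold change of CR18854_1 in Ago1-IP, -0.067 without dora replicate 3; leaving out each library in turn gave -0.067 to 0.92. For the changes listed here the cause was not tested, except that fits without one library and stricter filters have fewer values by construction.

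For miRNAs increased upon loss of Dora, DESeq2 gave 1 in treated and 4 in Ago2-IP libraries, and no filters gave 2 and 1. Without the filter on the coefficient of variation, 1 increased in Ago2-IP and 10 in total-sRNA libraries of hen1 cells. For the difference between Ago1-IP and total-sRNA libraries, larger changes numbered 7 with DESeq2, 10 with all miRNA reads as the library size, 7 with TMM within each type, 3 without the filter on the coefficient of variation and 4 without filters. For that between backgrounds, differences numbered 7, 0 and 1 with all miRNA reads, without the filter on the coefficient of variation and without filters. With all miRNA reads, 2 individual siRNAs increased in treated libraries.

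Lines given the same number shared no pattern across genotypes within a table (no table had 3 correlations above 0.1; the Ago2-IP tables were not compared). WT lines with the same number did across library types. Their deviations in the total-sRNA miRNA counts correlated at 0.507 with those in treated and 0.600 with those in Ago1-IP libraries. The dora numbers of these counts are not those of the other tables, so that a block by deposited numbers joins different dora lines. The replicate block gave 21 calls for Ago1-IP and 12 for treated against total-sRNA libraries, where the main fits gave 16 and 10. Under one other order the dora lines correlated as well, at 0.453 with treated and 0.418 with Ago1-IP libraries. No block was fitted under that order, so that its effect on the interaction counts is unknown. With a replicate block, 1 miRNA increased in treated libraries, 0 differed between backgrounds, and 6 loci increased in total-sRNA libraries and 29 upon loss of Hen1.

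With at least 10 counts (steps in treated libraries) in every library, 4 loci increased in treated, 1 in Ago1-IP and 1 in total-sRNA libraries, and 7 upon loss of Hen1. TMM over the loci gave 41 increased upon loss of Hen1. A pseudocount of 100 gave 1 in total-sRNA and 2 in Ago2-IP libraries, and without the filter 8 in treated, 6 in total-sRNA and 6 in Ago2-IP libraries. A pseudocount of 0.1 without the filter gave 1 in RNA-seq. edgeR on recovered reads gave 10 in Ago1-IP, 1 in total-sRNA and 5 in Ago2-IP libraries.

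The squared correlations of Ago2-IP with treated and total-sRNA libraries were 0.591 and 0.124 on linear RPM, and the second was 0.515 above 100 RPM.

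Fits that each left out one library gave these ranges. miRNAs increased numbered 10 to 21 in total-sRNA, 0 to 3 in treated and 0 to 5 in Ago2-IP libraries. miRNAs with a larger change in Ago1-IP numbered 3 to 18, and those that differed between backgrounds 0 to 3. Loci increased numbered 0 to 25 in treated, 0 to 9 in total-sRNA and 1 to 8 in Ago2-IP libraries. Upon loss of Hen1, 31 to 89 loci decreased and 5 to 16 increased. Individual siRNAs increased numbered 0 to 2 in treated, 0 to 2 in Ago2-IP and 0 to 1 in total-sRNA libraries of hen1 cells. The squared correlations were 0.885 to 0.915 and 0.687 to 0.704, and the set differed from other miRNAs by 0.059 to 0.32 in treated libraries.

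Not run were DESeq2 on treated and RNA-seq loci, edgeR on the steps of treated loci and a count minimum for RNA-seq. A library size of all miRNA reads for total-sRNA siRNAs by clone number and blocks for Ago2-IP were not run either. Among changed loci that passed the filters on the simulated data, 4-fold changes were recovered for 75.5% of those in treated and 77.4% of those in Ago1-IP libraries.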

Differences from the paper's values

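The tests with a pseudocount of 100, edgeR on recovered reads and the miRNA cohort without miR-34 were chosen after the values were seen. No value with that cohort is given here.

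In periodate-treated libraries 0 loci increased upon loss of Dora against the paper's 1, and 110 had an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, leaving out dora replicate 1 gave 1. The others did not close the gap: they gave 0, except 4 with at least 10 counts and 25 without dora replicate 3. The paper's locus, overlap-194, passed the threshold without dora replicate 1, with at least 10 counts, and with a pseudocount of 100 and no filter, the last chosen after seeing the values.

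In Ago1-IP 228 loci were tested against the paper's 697, and none of the alternatives set before the data were examined closed the gap. Table S3 also holds a value for 228 loci in this comparison, of which 4 are under 0.05.

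Upon loss of Hen1 71 loci decreased against the paper's 39. Of the alternatives set before the data were examined, DESeq2 (51), TMM over the loci (49), at least 10 counts (56) and leaving out WT replicate 1 (58), WT replicate 3 (31) or hen1 replicate 2 (54) came within 1.5 times the paper's count, and none equalled it. All miRNA reads as the library size (70), no filter on the coefficient of variation (67), a replicate block (93) and leaving out WT replicate 2 (89), hen1 replicate 1 (63) or hen1 replicate 3 (62) did not. For loci that increased, 17 against the paper's 6, at least 10 counts (7) and leaving out WT replicate 3 (5) came within 1.5 times the paper's count, and the others, with 10 to 41, did not. Table S3 holds 84 loci under 0.05 that decreased and 25 that increased, of 764. Also upon loss of Hen1, miR-277-3p fell by 45.0% by sequencing, a larger decrease than the one the paper gives by sequencing.

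In Ago1-IP 7 individual siRNAs increased against the paper's 4, and each of the alternatives set before the data were examined gave 7. These are the siRNAs that the paper names as Dora-sensitive, some of them above its threshold.

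The log2 fold change of overlap-3 in Ago1-IP was 1.03 against the paper's 1.29 in Table S3. Of the alternatives set before the data were examined, leaving out WT replicate 3 (1.09) or dora replicate 2 (1.17) brought the difference within the spread between replicates, and the others did not. None reached 1.29. The paper counts the CR18854 hairpin among the loci that increased, and its adjusted p in Table S3 is 0.0597; here it was 1.2e-06.

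The paper reports no increase of siRNAs bound by Ago2 upon loss of Dora without Hen1. Here overlap-194 increased in these libraries, with a log2 fold change of 1.66 (adjusted p = 0.0003 from limma), and in Table S3 its adjusted p is 0.0616. The paper includes miR-1012-3p among the miRNAs that increased in Ago1-IP; it was removed here by the filter on the coefficient of variation and was not tested.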

Other observations

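The tests of explanations below were chosen after the result was seen, except those of the miRNA changes upon loss of Hen1 and of the miRNAs that decreased in Ago1-IP. The RNA-seq comparison of overlap-194 and its alternatives, apart from those with a pseudocount of 0.1, were set before the data were examined.

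The clone numbers of the dora columns are not the same in the total-sRNA miRNA counts and locus values: replicate 3 had the most miRNA reads, 11522776 against 2400148 and 2595229, and replicate 1 the most locus reads, 244056 against 57169 and 62027. Deviations of each dora line from the dora mean in the total-sRNA miRNA counts correlated with those of treated libraries at -0.180 under the same numbers and at 0.453 under one other order, the highest of 6 ways to match them, and the reads behind Table S2 came out whole for 21 of 21 siRNAs in each dora column under that order, against 2 or 3 under the same numbers. WT lines had their highest value, 0.507, under the same numbers. Another numbering of the total-sRNA locus values is argued against by a correlation of 0.338 under the same numbers, the highest of the 6. Deposited numbers were kept, so that a dora replicate number names different total-sRNA libraries for miRNAs and for loci. Group means do not depend on them. No biological explanation was tested.

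The locus cisNAT-1355 had a value of 1670630 in treated dora replicate 1, against 17984 to 24164 in the other treated libraries. Incomplete treatment of that library is argued against by the share of miRNA reads from the cohort of 15 miRNAs, 13.2%, within the 9.58% to 14.7% of the others. Reads of the size markers counted at the locus are a candidate source: over the other libraries the locus and the marker share had a Spearman's rho of 0.822. This cannot be told apart from differences between library types, since within types rho was 0.943 in Ago1-IP, 0.829 in treated, 0.6 in Ago2-IP and -0.886 in total-sRNA libraries. Each of these rests on 6 libraries. The treated value includes dora replicate 1 itself, so that it is no separate evidence on that library.

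The increase of overlap-194 upon loss of Dora is argued not to come from a single clone by its lowest dora value in Ago1-IP, 4279, above all WT values there. Higher transcription of the locus in dora lines could account for it, with an RNA-seq log2 fold change of 2.74, but it cannot be told apart from other causes because that change did not pass the threshold (adjusted p = 0.300, range 0.142 to 0.665) and one dora line lay among the WT lines.

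Of 22 miRNAs that decreased in Ago1-IP upon loss of Dora with TMM, 11 remained when the reads of the Dora-sensitive miRNAs were left out. The second fit used the total of the remaining miRNA reads as the library size, without TMM. The fall from 22 to 11 therefore cannot be ascribed to the reads left out, because the normalization changed as well. The 11 that remained argue against reads taken by the Dora-sensitive miRNAs as the whole cause, and whether such reads account for any of the decreases was not settled. The reads of 20 other miRNAs that rose were kept, so that the share due to all miRNAs that rose is not bounded.

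Between WT and hen1 total-sRNA libraries, 44 of 57 miRNAs with more reads in treated than in Ago1-IP libraries were lower in hen1 lines, with a median log2 change of -0.56, and 31 of the other 44 were, with a median of -0.29. A loss of Ago2-bound molecules cannot be told apart from other causes, because across miRNAs the change and the ratio of treated to Ago1-IP reads had a Spearman's rho of -0.0995, and the comparison is confounded with the library batch.

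Each comparison of 3 lines with 3 allows 10 splits of its libraries, so that no share under 10% is possible. As many increases as the real split gave were found in 1 of the 10 for the 18 miRNAs in total-sRNA, the 29 in Ago1-IP and the 2 in Ago2-IP libraries, the 6 loci and the 7 individual siRNAs in Ago1-IP, and upon loss of Hen1 for the 71 loci and 10 siRNAs that decreased and the 17 loci that increased. For the 1 locus in Ago2-IP libraries it was 3 of 10. Where 0 features increased, each of the 10 splits gave as many: miRNAs and loci in treated libraries (12 and 110 at an unadjusted p under 0.05), loci in total-sRNA libraries and RNA-seq (98 and 253), and individual siRNAs in treated, total-sRNA, Ago2-IP and hen1 total-sRNA libraries (3, 1, 2 and 2). The difference between the Dora-sensitive and the other miRNAs in treated libraries was as large in 2 of 10 splits.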
